# LIGHT in combination with IL-13 or IL-17 drives inflammatory transcriptional signatures in human pulmonary fibroblasts relevant for human lung disease

**DOI:** 10.1093/immhor/vlaf042

**Published:** 2025-09-17

**Authors:** Nandita Ghosh, Rinkesh Kumar Gupta, Jeamin Jung, Kai Fung, Michael Croft

**Keywords:** asthma, interstitial lung disease pulmonary fibroblasts, TNFSF14 and LIGHT

## Abstract

Fibroblasts are structural cells primarily involved in tissue remodeling, but recent single-cell RNA sequencing (RNA-seq) transcriptomic data have highlighted their potential to display molecules linked to inflammation. The factors that drive such inflammatory transcriptional signatures found in patients are not clear. LIGHT (TNFSF14) is a cytokine that we previously suggested may be central to lung diseases exhibiting fibrosis and inflammation, including asthma and interstitial lung disease. With bulk RNA-seq, we then investigated the transcriptional activity of LIGHT in human pulmonary fibroblasts compared with interleukin (IL)-13 and IL-17, two other cytokines linked to lung disease. While all 3 cytokines individually induced unique and overlapping gene transcripts, when fibroblasts were stimulated with LIGHT and IL-13 they upregulated more inflammatory transcripts including *CCL2*, *CCL26*, *CXCL2*, *CXCL3*, *CXCL5*, *CXCL6*, *IL32*, *CSF2*, *VCAM1*, *ICAM1*, *IL18R1*, *IL1RL1*, *TNFRSF12A*, *TNFRSF4*, *TNFRSF8*, *ITGA2*, *ITGA4*, and *ITGAV*, and when stimulated with LIGHT and IL-17, inflammatory transcripts included *CXCL1*, *CXCL2*, *CXCL3*, *CXCL5*, *CXCL6*, *CXCL8*, *IL32*, *IL33*, *CSF2*, *TSLP*, *IL1A*, *IL6*, *IL18*, *VCAM1*, *ICAM1*, *IL18R1*, *IL1RL1*, *TNFSF4*, *TNFRSF4*, *TNFRSF8*, *ITGA2*, *ITGA4*, and *ITGAV.* Furthermore, multiple cell cycle–related transcripts were induced with these combinations. Providing potential disease significance, portions of the fibroblast transcriptional signatures induced in vitro were found to be present in subsets of fibroblasts defined by single-cell RNA-seq isolated from patients with interstitial lung disease. This study therefore highlights the synergistic activities of LIGHT with other classical cytokines to regulate transcription in pulmonary fibroblasts and infers the involvement of LIGHT in shaping fibroblast phenotypes observed in chronic lung disease.

## Introduction

Fibroblasts are stromal cells of mesenchymal origin, and have a primary potential to produce extracellular matrix in response to external stimuli. Innate molecules such as transforming growth factor β drive fibroblasts to upregulate extracellular matrix proteins that contribute to tissue fibrosis.^1^ Nevertheless, it has become clear from single-cell RNA sequencing (RNA-seq) that fibroblasts in tissues of patients with varying diseases can display multiple phenotypes at the transcriptional level. In particular, subsets of fibroblasts from chronic inflammatory diseases express gene signatures for cytokines, chemokines, cluster of differentiation markers, and other immune-related receptors, and can display antigen-processing and antigen-presenting characteristics.^2^^,^^3^ Moreover, it has been postulated that this alteration in fibroblast characteristics directs changes away from tissue sustaining activities toward greater inflammatory phases, which may contribute to the chronicity of diseases. This suggests that the fibroblast can be far more influential than simply being a cell relevant for tissue structural changes.^2^^,^^3^ Furthermore, some groups have suggested that such varied pathological phenotypes might be shared across tissues from multiple diverse diseases that exhibit both inflammation and fibrosis.^4^ However, which stimuli might promote such pro-inflammatory fibroblast transcriptional signatures seen in diseased tissue is not clear.

TNF superfamily (TNFSF) proteins play important roles in innate and adaptive immune responses and may be central to many immune diseases.^5^ One molecule, LIGHT (homologous to Lymphotoxin, exhibits Inducible expression and competes with HSV Glycoprotein D for binding to Herpesvirus entry mediator, a receptor expressed on T lymphocytes), also known as TNFSF14,^6^ is a cytokine that we have previously found to be involved in inflammation of the lungs in mouse models of asthma and pulmonary fibrosis.^7–10^ Initial data revealed that LIGHT could exhibit inflammatory activity in macrophages, eosinophils, and T cells relevant for lung inflammation,^10^^,^^11^ and more recently we identified activities of LIGHT in bronchial epithelial cells and airway smooth muscle cells that could further contribute to its role in the lungs.^7^^,^^9^^,^^12^ Importantly, the two receptors for LIGHT, HVEM (herpes virus entry mediator) and LTβR (lymphotoxin beta receptor), are constitutively expressed on most fibroblasts, and previously we found that LIGHT could promote cell cycle progression and proliferation of lung fibroblasts and induce select molecules such as ICAM-1 (intercellular adhesion molecule 1), VCAM-1 (vascular cell adhesion molecule 1), interleukin (IL)-6, GM-CSF (granulocyte-macrophage colony-stimulating factor), and CCL5, CXCL5, and CXCL11.^13^ Thus, LIGHT might be one factor relevant for fibroblast differentiation seen in diseases of the lungs. The present study was then designed to investigate the full potential of LIGHT to drive inflammatory transcriptional signatures in human pulmonary fibroblasts (HPFs) that might correlate with signatures found in single-cell RNA-seq analysis of fibroblasts from patients with lung disease. Importantly, given that other molecules are known to have receptors on fibroblasts, we asked how LIGHT might be similar or divergent compared with IL-13 and IL-17, two cytokines that have also been postulated to be involved in driving pathogenesis and inflammation in subsets of patients with diseases of the lung, including asthma, interstitial lung disease (ILD), idiopathic pulmonary fibrosis, and chronic obstructive pulmonary disease. We further tested if LIGHT cooperates with IL-13 and IL-17 to exacerbate inflammatory gene signatures. Last, we asked if these transcriptional changes in vitro correlated with pulmonary fibroblast gene signatures seen in ILD in order to infer whether LIGHT, alone or in combination, might be active in driving some of the transcriptional states that are being described from single-cell RNA-seq studies.

## Materials and methods

### Recombinant cytokines

Recombinant cytokines were purchased from R&D Systems: rLIGHT (664-LI-025/CF), r1L-13 (213-ILB-010), and rIL-17A (7955-IL-025/CF).

### HPF cell culture

Healthy HPF cells were obtained from ScienCell (Cat. #3300, lot #27039). A single cell line was used for all experiments, given that our prior studies did not show any major differences in transcriptional activity induced by LIGHT or other cytokines between multiple cell lines.^13^^,^^14^ Cells were cultured in fibroblast medium containing fetal bovine serum (ScienCell; Cat. #2301) and used at passage 3. HPF were serum starved for 18 h prior to cytokine treatment, culturing in fibroblast basal medium without any added supplements (Lonza; Cat. # CC3131). Cells were seeded at a concentration of 0.3 × 10^6^ cells/mL in 6-well plates.

### Cytokine treatment

HPF were stimulated with LIGHT, IL-13, and IL-17, either alone or in combination for 24 h, or cells were prestimulated with IL-13 or IL-17 for 72 h followed by LIGHT for 24 h. A 24-h time point was chosen, as our prior studies showed that this is the initial time when LIGHT is observed to drive strong transcription in lung fibroblasts.^13^ Cells were 40% to 60% confluent before LIGHT stimulation for 24 h. The cytokines were used at concentrations previously found to induce optimal gene transcription^9^^,^^13^^,^^15–17^: 50 ng/mL LIGHT, 25 ng/mL IL-13, and 100 ng/mL IL-17A for 24 h stimulation, and 50 ng/mL of IL-13 or IL-17A were used for 72 h prestimulation. We observed no detrimental impact on fibroblast health or viability with cytokine treatment, correlating with our previous study in which we found that LIGHT and IL-13 could promote proliferation of lung fibroblasts.^13^

### Transcriptome analysis

RNA was isolated from 3 different replicates using Zymo Direct-zol, and bulk RNA-seq was done with NEB Next Ultra II Directional in the sequencing core of the La Jolla Institute for Immunology. The paired-end reads that passed Illumina filters were filtered for reads aligning to tRNA, rRNA, adapter sequences, and spike-in controls. The reads were then aligned to GRCh38 reference genome and GENCODE v27 annotations using STAR (v2.6.1) (10.1093/bioinformatics/bts635). DUST scores were calculated with PRINSEQ Lite (v0.20.3), and low-complexity reads (DUST > 4) were removed from the BAM files. The alignment results were parsed via the SAMtools to generate SAM files. Read counts to each genomic feature were obtained with the featureCounts (v1.6.5) using the default option along with a minimum quality cutoff (Phred > 10).^18–21^ After removing absent features (zero counts in all samples), the raw counts were then imported to R/Bioconductor package DESeq2 (v1.24.0) to identify differentially expressed genes among samples. *P* values for differential expression were calculated using the Wald test for differences between the base means of two conditions.^22^ These P values were then adjusted for multiple test correction using the Benjamini-Hochberg algorithm.^23^ We considered genes differentially expressed between two groups of samples when the DESeq2 analysis resulted in an adjusted *P* value of <0.10 and the difference in gene expression was 1.5-fold or greater. Principal component analysis was performed using the “prcomp” function in R v4.2.3 (R Foundation for Statistical Computing). A row-scaled heatmap of log-transformed average TPM values was created with the “heatmap.2” function in ggplot2 v3.5.1 library in R.

For pathway analysis, gene set enrichment analysis was done using the “GseaPreranked” method with “classic” scoring scheme. All the Gene Ontology gene sets were downloaded from MSigDB in GMT format. Rank files for each DE comparison of interest were generated by assigning a rank of −log10(pValue) to genes with log2FoldChange >0 and a rank of log10(pValue) to genes with log2FoldChange <0.

### Comparison of bulk RNA-seq data with the single-cell atlas data

Gene transcripts upregulated in HPFs by LIGHT, IL-13, and IL-17, alone or in combination, from bulk RNA sequencing, were compared with previously published single-cell RNA-seq data to examine common transcriptional signatures found in lung fibroblasts from patients with ILD.^4^ We accessed the processed human sequencing data from the BroadSingleCellPortal (SCP738), selected lung fibroblasts for clustering and used lung tissue for cell type integrated annotation.^4^ The transcripts upregulated in HPF in vitro were represented in the latter datasets in dot plot format to show their expression profiles across the 14 clusters (0–13) identified in lung fibroblasts of ILD patients.

## Results

### LIGHT, IL-13, and IL-17 induce divergent as well as overlapping inflammatory gene transcripts in HPFs

Using healthy HPFs, we compared the transcriptional activity of recombinant LIGHT with that of IL-13 and IL-17 using bulk RNA-seq. 

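Bulk RNA-seq measures the RNA of all cells of a culture together, and the number of reads counted on a gene follows the amount of its transcript. HPFs of a single cell line at passage 3, serum starved for 18 h, were kept for 24 h with PBS, with a single cytokine (LIGHT at 50, IL-13 at 25 or IL-17A at 100 ng/mL), or with LIGHT plus IL-13 or IL-17A at the same doses. The replicates are separate cultures of this line, so their spread covers the cultures and the measurement, not differences between people. The authors removed low-complexity reads, aligned the paired-end reads to GRCh38 and counted them on the genes of GENCODE 27 with the default options of featureCounts. Their deposited counts per gene, which are not normalized, were the input here. The paper gives no strand setting for the counting. If strand was ignored, reads of a gene on the other strand entered the counts of exons that overlap it. The share of exons with such an overlap is therefore given for some genes. Of the 58347 genes listed, 20123 had 0 counts in all 35 libraries analysed. For the 24-h experiment, 17 libraries were analysed, 3 for each treatment except IL-17A, for which 2 were analysed and replicate 1 was not used. They held between 26541622 and 36955280 counts. The group medians ran from 28899824 counts with LIGHT to 36497257 with IL-13 and LIGHT. Replicates differed by more than the sampling of reads alone would give, with a chi-square per degree of freedom from 2.28 to 7.19 for every pair except those of IL-13 replicate 1, for which it was 39.3 against replicate 2 and 36.6 against replicate 3. Expression is given as CPM, counts scaled to the library size after edgeR's TMM normalization, with mean ± SD over the libraries of a treatment. The 6 treatments were fitted together on the 17588 genes with enough counts for a test. Transcripts were taken as upregulated or downregulated when the fold change against PBS was above 1.5 in either direction and the adjusted p was under 0.05. Each adjusted p comes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. With 3 libraries in each group, the groups of an unchanged gene do not overlap by chance in 10% of cases.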

Our prior studies with fibroblasts showed elimination of the activity of LIGHT by small interfering RNA knockdown of its receptor, LTβR, demonstrating specificity of the recombinant protein.^13^^,^^14^ LIGHT upregulated transcripts for 570 genes (fold change >1.5; *P* < 0.05, above phosphate-buffered saline [PBS]), compared with IL-13 that upregulated 339 gene transcripts, and IL-17A that induced 145 transcripts, when analyzed after 24 h of stimulation (Fig. 1A; Table S1). 

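Against PBS, LIGHT upregulated 595 and downregulated 324 of the 17588 genes tested, IL-13 upregulated 338 and downregulated 237, and IL-17A upregulated 69 and downregulated 23. At any fold change, the adjusted p of edgeR's quasi-likelihood test (Benjamini-Hochberg) was under 0.05 for 3699 genes with LIGHT, 2214 with IL-13 and 436 with IL-17A. The upregulated transcripts had a median log2 fold change of 0.93 with LIGHT, 0.90 with IL-13 and 0.78 with IL-17A. Without PBS replicate 1, the numbers for IL-17A were 30 and 8, and without IL-13 replicate 1, IL-13 downregulated 485. In that last fit, applied to IL-17A only after its counts were seen, IL-17A upregulated 134 and downregulated 79; IL-13 replicate 1 is not in this comparison, but the fitted spread between replicates includes it. The alternative that moved these counts most was a test against the 1.5-fold threshold itself (edgeR's glmTreat), which left 169 transcripts upregulated by LIGHT, 83 by IL-13 and 9 by IL-17A. Among transcripts with a mean of at least 1 CPM and no overlap between the groups, LIGHT raised *IL34* and *TAC3* most. *TAC3* (ENSG00000166863.11, chromosome 12, 57010000 to 57028883) rose from 0.265 ± 0.0308 to 8.99 ± 1.75 CPM (n = 3 each; log2 fold change 5.06, standard error 0.28, edgeR adjusted p = 7.28e-12). With IL-13, *CCL26* (ENSG00000006606.8, chromosome 7, 75769533 to 75789896) had 0 to 1 counts per library with PBS and 13.5 ± 1.29 CPM with IL-13 (n = 3 each), at least 136-fold higher (edgeR adjusted p = 7.95e-11). *FOSB* came second with a log2 fold change of 4.43 (standard error 1.2, edgeR adjusted p = 0.0379), resting on IL-13 replicate 1, which had 90.8 CPM against 3.34 and 2.43 in the other replicates; without it the log2 fold change was 0.94. The adjusted p of *FOSB* ran from 0.000702 to 0.387 over the alternatives. *TSLP* had the largest decrease with IL-13, a log2 fold change of -2.04 (standard error 0.13, edgeR adjusted p = 1.82e-11), and *P2RY1* the largest with LIGHT, -1.72 (standard error 0.24, edgeR adjusted p = 7.08e-06). With IL-17A it was *KCNK3*, -1.19 (standard error 0.30, edgeR adjusted p = 0.0287, and 0.00885 to 0.149 over the alternatives, the highest without PBS replicate 1).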

A total of 54 transcripts were common to all 3 cytokines, whereas 94 were common between LIGHT and IL-13, 41 between LIGHT and IL-17, and 14 between IL-13 and IL-17. Thus, all cytokines induced unique as well as overlapping gene targets. 

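Of the transcripts upregulated here, 432 were upregulated by LIGHT alone, 195 by IL-13 alone and 19 by IL-17A alone. LIGHT and IL-13 shared 121, LIGHT and IL-17A 28, IL-13 and IL-17A 8, and all 3 cytokines 14. Without IL-13 replicate 1 the count for all 3 was 43, that for IL-13 and IL-17A 23 and that for IL-17A alone 36; without PBS replicate 1 they were 5, 0 and 9. Membership in a region depends on the threshold for each cytokine separately, and whether an effect differed between LIGHT, IL-13 and IL-17A was not tested. Across genes, which are not independent replicates, the log2 fold changes of LIGHT and IL-13 had a Pearson correlation of 0.380, those of LIGHT and IL-17A 0.459, and those of IL-13 and IL-17A 0.447. All 3 comparisons use the same PBS libraries, and simulations in which no treatment had an effect gave medians of 0.503, 0.438 and 0.445 from this sharing alone. How much it adds to the transcripts shared by comparisons when treatments do have effects was not tested.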

A sample of genes associated with inflammatory or fibrotic activity and illustrating this specificity or overlap are depicted in the heatmap in Fig. 1B, with transcript expression represented in terms of normalized *z* score. Pathway analysis for each respective group of gene transcripts was performed with the top pathways represented in enrichment plots (Fig. 1C–G; Table S2). Pathway analysis could not be performed on the 14 transcripts shared between IL-13 and IL-17, and the 36 uniquely upregulated by IL-17, due to false discovery rate values >0.1.

**Figure 1.**
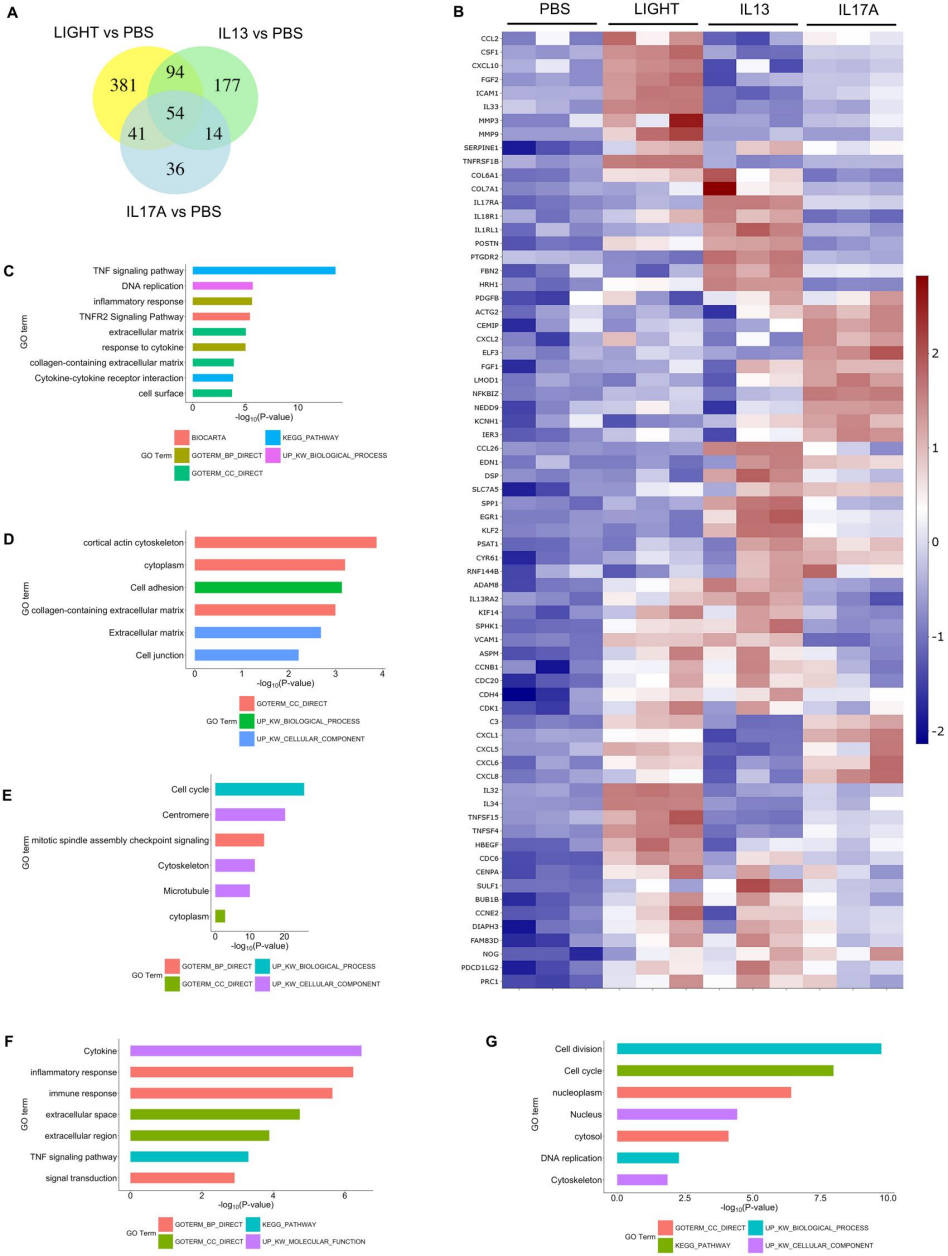
LIGHT, IL-13, and IL-17 induce unique and overlapping transcriptional activity in HPFs. (A, B) RNA-seq of pulmonary fibroblasts with triplicate cell cultures stimulated with human LIGHT, IL-13, or IL-17A for 24 h. (A) Venn diagram of numbers of upregulated transcripts. (B) Heatmap of a select subset of upregulated transcripts. (C–G) Pathway analyses of unique LIGHT targeted gene transcripts (C), unique IL-17 transcripts (D), transcripts induced by both LIGHT and IL-13 (E), transcripts induced by both LIGHT and IL-17 (F), and transcripts common to LIGHT, IL-13, and IL-17 (G). Pathway analysis could not be performed for transcripts induced by IL-17 alone, or both IL-17 and IL-13, due to false discovery rate >0.1. GO, Gene Ontology.

LIGHT induced inflammatory gene transcripts such as *CCL2*, *CSF1*, *CXCL10*, *FGF2*, *ICAM1*, *IL32*, *IL33*, and *MMP9*, which were not significantly upregulated by IL-13 or IL-17 (Fig. 1B). 

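*IL32* (ENSG00000008517.16, chromosome 16, 3065297 to 3082192 on GRCh38) had 1.33 ± 0.293 CPM with PBS and 15.6 ± 1.12 with LIGHT (n = 3 each; log2 fold change 3.55, standard error 0.17, edgeR adjusted p = 6.55e-14). IL-13 left it at 1.31 ± 0.447 CPM (n = 3) and IL-17A at 2.08 ± 0.562 (n = 2). *ICAM1* (ENSG00000090339.8, chromosome 19, 10271093 to 10286615) rose from 5.58 ± 0.0373 to 18.3 ± 1.77 CPM with LIGHT (n = 3 each; log2 fold change 1.71, standard error 0.10, edgeR adjusted p = 1.01e-12); 25.4% of its exons overlap a gene on the other strand. With IL-13, *ICAM1* had a log2 fold change of -0.54 (edgeR adjusted p = 0.00142), and with IL-17A one of 0.43 (edgeR adjusted p = 0.0444), under 1.5-fold. *IL33* rose from 0.621 to 4.12 ± 0.179 CPM (n = 3 each; log2 fold change 2.73, standard error 0.24, edgeR adjusted p = 5.48e-09). *MMP9*, with 18.4% of its exons under a gene on the other strand, had 0 counts in all PBS libraries and 7 to 18 with LIGHT, at least 4.42-fold higher (edgeR adjusted p = 0.000127). *CSF1* and *FGF2* had log2 fold changes of 0.93 and 0.67 (edgeR adjusted p = 4.46e-12 and 2.63e-08); 11.8% of the exons of *FGF2* overlap a gene on the other strand. Like *MMP9*, *CCL2* and *CXCL10* had low counts. *CCL2* rose from 0.20 ± 0.119 to 0.559 ± 0.167 CPM with LIGHT (n = 3 each; log2 fold change 1.47, standard error 0.43, edgeR adjusted p = 0.0155), and its adjusted p was 0.0723 without LIGHT replicate 1, 0.0756 without PBS replicate 1 and 0.0767 without PBS replicate 3, in a range of 0.00425 to 0.0767 over the alternatives. *CXCL10* rose from 0.189 to 0.819 ± 0.0653 CPM (n = 3 each; log2 fold change 2.10, standard error 0.68, edgeR adjusted p = 0.0312), and its adjusted p passed 0.05 in 5 of the 6 fits that left out 1 library of these groups and ran from 0.000311 to 0.123 over the alternatives, the highest without PBS replicate 3. For all 8 transcripts, every LIGHT library was above every PBS library. IL-13 and IL-17A upregulated 0 of the 8, with log2 fold changes under 1.5-fold or an adjusted p above 0.05 for each; at an unadjusted p under 0.05, IL-13 raised 0 of them and IL-17A 1 (*IL32*) by more than 1.5-fold.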

The pathway analysis of the 381 unique transcripts upregulated by LIGHT showed many of the genes were associated with TNF family signaling, DNA replication, inflammatory response, extracellular matrix, and cytokine-receptor cell surface interactions (Fig. 1C). IL-13 uniquely induced transcripts that included collagen isoforms (*COL7A1*), cytokine receptors (*IL17RA*, *IL18R1*, *IL1RL1*), inflammatory/fibrotic genes (*POSTN*), and G protein–coupled receptors (*PTGDR2*). 

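*PTGDR2* (ENSG00000183134.4, chromosome 11, 60850933 to 60855950 on GRCh38) rose from 17.0 ± 1.14 CPM with PBS to 85.1 ± 9.41 with IL-13 (n = 3 each; log2 fold change 2.32, standard error 0.09, edgeR adjusted p = 2.51e-15), while LIGHT downregulated it (log2 fold change -0.66, standard error 0.10, edgeR adjusted p = 2.94e-05). *IL1RL1* (ENSG00000115602.16, chromosome 2, 102311502 to 102352037) rose from 0.344 ± 0.209 to 2.03 ± 0.337 CPM (log2 fold change 2.55, standard error 0.29, edgeR adjusted p = 5.2e-07). *COL7A1* rose from 266 ± 14.3 to 524 ± 211 CPM (n = 3 each; log2 fold change 0.98, standard error 0.21, edgeR adjusted p = 0.0096); with only the PBS and IL-13 libraries in the fit, its adjusted p was 0.0651, in a range of 4.48e-05 to 0.0651 over the alternatives. *IL17RA*, *IL18R1* and *POSTN* had log2 fold changes of 0.83, 0.89 and 0.81 with IL-13 (edgeR adjusted p = 2.2e-10, 1.87e-06 and 9.93e-11). With LIGHT, *POSTN* and *IL18R1* also rose, by log2 fold changes of 0.56 and 0.57, which are under 1.5-fold (edgeR adjusted p = 5.5e-08 and 0.000474). For each of the 6 transcripts, all IL-13 libraries were above all PBS libraries.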

Genes associated with the top pathways included those related to actin cytoskeleton, cell adhesion, extracellular matrix, and cell junctions (Fig. 1D). Although pathway analysis could not be performed on the transcripts uniquely induce by IL-17, transcripts of interest included *ACTG2*, *CXCL2*, *ELF3*, and *FGF1* (Fig. 1B). 

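*ELF3* (ENSG00000163435.15, chromosome 1, 202007945 to 202017183 on GRCh38) had 0.109 ± 0.114 CPM with PBS (n = 3) and 1.34 ± 0.231 with IL-17A (n = 2; log2 fold change 3.54, standard error 0.46, edgeR adjusted p = 5.32e-05); it shares 11.4% of its 31-base sequences with other genes. *FGF1* rose from 3.17 to 5.72 CPM with IL-17A (log2 fold change 0.85, standard error 0.21, edgeR adjusted p = 0.0347), with an adjusted p of 5.81e-05 to 0.169 over the alternatives, among them 0.169 without PBS replicate 1 and 0.08 without PBS replicate 2. With IL-13, *FGF1* had a log2 fold change of 0.59 (edgeR adjusted p = 0.049), with overlapping libraries. *CXCL2*, which shares 23.5% of its 31-base sequences with *CXCL3* and other genes, rose from 0.253 to 0.673 CPM (log2 fold change 1.39, standard error 0.40, edgeR adjusted p = 0.0636), and *ACTG2* from 128 to 193 CPM (log2 fold change 0.60, standard error 0.19, edgeR adjusted p = 0.131), so both stayed above an adjusted p of 0.05. Without IL-13 replicate 1 in the fit, it was 0.0252 and 2.66e-05. With all 35 libraries in a single fit, the adjusted p was 0.0244 for *CXCL2* and 0.0108 for *ACTG2*; over the alternatives it ran from 0.0244 to 0.228 and from 0.000367 to 0.325. Both IL-17A libraries were above all 3 PBS libraries for each of the 4 transcripts.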

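Against PBS, LIGHT and IL-13 each upregulated *ADAM8*, *IL13RA2*, *KIF14*, *SPHK1*, *VCAM1*, *ASPM*, *CCNB1*, *CDC20*, *CDH4* and *CDK1*, with log2 fold changes from 0.62 to 1.43 for LIGHT and from 0.68 to 2.09 for IL-13. *VCAM1* (ENSG00000162692.10, chromosome 1, 100719742 to 100739045 on GRCh38), an adhesion molecule, had 15.9 ± 0.914 CPM with PBS, 42.9 ± 1.59 with LIGHT and 45.1 ± 3.68 with IL-13 (n = 3 each), a log2 fold change of 1.43 (standard error 0.08, edgeR adjusted p = 2.46e-13) and of 1.51 (standard error 0.08, edgeR adjusted p = 1.33e-13). For *ADAM8* (ENSG00000151651.15, chromosome 10, 133262420 to 133276868), log2 fold changes were 0.77 with LIGHT and 1.23 with IL-13 (edgeR adjusted p = 9.19e-05 and 7.67e-08). *CDK1* rose by a log2 fold change of 1.28 with LIGHT (edgeR adjusted p = 0.00579). With IL-13 its change of 1.02 (edgeR adjusted p = 0.0342) came with overlapping libraries, and the adjusted p ran from 0.0795 to 0.13 in the 4 of 6 fits without 1 library that left it above 0.05, with the highest value without PBS replicate 2 (all alternatives 0.00138 to 0.13). The others did not overlap PBS. *CCNB1* was under 1.5-fold with LIGHT when LIGHT replicate 3 (log2 fold change 0.54) or PBS replicate 2 (0.53) was left out, and *CDH4* with LIGHT when PBS replicate 1 was (0.52). With IL-13, *CDH4* was under 1.5-fold without IL-13 replicate 3 or PBS replicate 1 (0.57 in each fit). *CDC20* shares 20.6% of its 31-base sequences with *CDC20P1* and other genes.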

Common genes induced by both LIGHT and IL-13 included *ADAM8*, *IL13RA2*, *KIF14*, *SPHK1*, *VCAM1*, *ASPM*, *CCNB1*, *CDC20*, *CDH4*, and *CDK1* with many associated with cell cycle/cell division (Fig. 1B, E). In contrast, common genes significantly induced by LIGHT and IL-17 above PBS controls included *C3*, *CXCL1*, *CXCL5*, *CXCL6*, *CXCL8*, *IL34*, *TNFSF15*, and *TNFSF4*, with top pathways highlighted corresponding to cytokine and inflammatory responses and extracellular immune-related interactions (Fig. 1B, F). 

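*IL34* (ENSG00000157368.10, chromosome 16, 70579895 to 70660682 on GRCh38) had 0.454 CPM with PBS, 19.7 ± 0.819 with LIGHT (n = 3 each; log2 fold change 5.43, standard error 0.30, edgeR adjusted p = 1.05e-09) and 2.19 ± 1.79 with IL-17A (n = 2; log2 fold change 2.21, standard error 0.44, edgeR adjusted p = 0.0122). The IL-17A change had an adjusted p of 0.0584 without PBS replicate 1 and 0.0567 without PBS replicate 2 (3.96e-10 to 0.0584 over the alternatives). *C3* (ENSG00000125730.16, chromosome 19, 6677704 to 6730562), of which 13.7% of the 31-base sequences occur in other genes, rose by 2.72 with LIGHT and 2.85 with IL-17A on the log2 scale (edgeR adjusted p = 2.2e-12 and 3.4e-11). *CXCL1*, which shares 13.7% of its 31-base sequences with *CXCL2* and other genes, rose by 1.48 and 3.05 (edgeR adjusted p = 5.08e-07 and 3.91e-12), and *CXCL6* by 2.55 and 3.31 (edgeR adjusted p = 0.00104 and 0.00114). *TNFSF4* and *CXCL8* were upregulated by each cytokine. *TNFSF4* with IL-17A had a log2 fold change of 0.63 (edgeR adjusted p = 0.000458), close to 1.5-fold, and one of 0.557 without IL-17A replicate 3. That fit leaves 1 library of IL-17A, so only the effect size is given. *CXCL8* with LIGHT had a log2 fold change of 0.89 (edgeR adjusted p = 0.00749, and 5.69e-05 to 0.0581 over the alternatives, the highest without LIGHT replicate 2). *CXCL5* with IL-17A had one of 1.43 (edgeR adjusted p = 0.0119), with an adjusted p of 0.0694 without PBS replicate 1 and 0.0639 without PBS replicate 2 (5.47e-05 to 0.0694 over the alternatives); 17.3% of its exons overlap a gene on the other strand. *TNFSF15* rose by 3.08 with LIGHT (edgeR adjusted p = 9.78e-09) and by 1.10 with IL-17A (standard error 0.37, edgeR adjusted p = 0.12), so it was not among the transcripts upregulated by IL-17A, but its adjusted p was 0.0458 with DESeq2, in a range of 0.0458 to 0.36 over the alternatives, and 0.0358 without IL-13 replicate 1 in the fit. For all 8, every library with either cytokine was above every PBS library.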

Last, transcripts that were significantly upregulated by all 3 cytokines were also largely related to cell cycle/cell division, such as *CDC6*, *CENPA*, *BUB1B*, *CCNE2*, *PRC1*, and *FAM83D*, although they included transcripts associated with inflammatory activity such as *SULF1*, *NOG*, and *PDCD1LG2* (Fig. 1B, G). 

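LIGHT upregulated all 9 of these transcripts, with log2 fold changes from 0.88 to 1.77, and IL-13 upregulated 8. *CCNE2* rose by 0.94 with IL-13 (edgeR adjusted p = 0.051); without IL-13 replicate 1 it rose by 1.29 (edgeR adjusted p = 2.02e-06, in a range up to 0.206 over the alternatives), and 37.1% of its exons overlap a gene on the other strand. *CENPA* with IL-13 had an adjusted p of 0.0137 by edgeR, against 0.15 without IL-13 replicate 2 and 0.0709 without PBS replicate 1 (0.00038 to 0.15 over the alternatives). With IL-17A, all 9 were higher in both libraries than in any PBS library, and *NOG* (ENSG00000183691.4, chromosome 17, 56593699 to 56595611 on GRCh38) was the transcript past both thresholds. It rose from 0.299 ± 0.0616 CPM to 0.893 ± 0.276 with IL-17A (log2 fold change 1.55, standard error 0.38, edgeR adjusted p = 0.0252). Its adjusted p with IL-17A was between 0.0664 and 0.0784 in the fits without any of the PBS replicates, the highest without PBS replicate 3, and 0.00233 to 0.0784 over all alternatives. With LIGHT, *NOG* had an adjusted p of 0.0301 by edgeR, and 0.00882 to 0.136 over the alternatives, the highest without LIGHT replicate 3. *CDC6* rose by 0.71 with IL-17A (standard error 0.21, edgeR adjusted p = 0.0814), *SULF1* by 1.45 (standard error 0.46, 0.099) and *PDCD1LG2* by 0.67 (standard error 0.21, 0.0971). DESeq2 gave these 3 an adjusted p of 0.00402, 0.0103 and 0.0358, in ranges of 2.09e-05 to 0.227, 0.00161 to 0.236 and 0.0193 to 0.312 over the alternatives. Without IL-13 replicate 1 in the fit, these 3 and *CCNE2* passed both thresholds with IL-17A (adjusted p of 6.03e-05, 0.00307, 0.0107 and 0.0303). The adjusted p of *CENPA*, *BUB1B*, *CCNE2*, *PRC1* and *FAM83D* with IL-17A was between 0.207 and 0.349 by edgeR, with log2 fold changes from 0.42 to 0.79. *SULF1* with LIGHT had an adjusted p of 0.0506 without LIGHT replicate 2 (1.59e-06 to 0.0506 over the alternatives). *PRC1* shares 55.3% of its 31-base sequences with other genes and *BUB1B* 9.14%, mostly with *PAK6*.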

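Cell division was measured with a published list of 97 genes, 43 of S phase and 54 of G2 and M phase and not chosen from these libraries, though the study itself names some of its genes. Against PBS at 24 h, LIGHT raised 94 of the 97, IL-13 93 and IL-17A 83, with median log2 fold changes of 0.61, 0.56 and 0.21. Of the list, LIGHT upregulated 50, IL-13 41 and IL-17A 2; adjusted over the list alone, the counts were 50, 44 and 6. In limma's camera test, which ranks the list against all other genes with a correlation between list genes preset to 0.01, adjusted p was 2.8e-25 for LIGHT, 3.12e-24 for IL-13 and 8.83e-09 for IL-17A (Benjamini-Hochberg over 14 comparisons). The call depends on that preset. The fry test of limma keeps the correlation in the data, but it asks whether the list genes change, not whether they stand out from other genes. Adjusted p by fry was 0.000194, 0.00132 and 0.107. With an estimated correlation (0.464 at 24 h) in camera, none of the 14 comparisons of the study was under 0.05 (the lowest adjusted p was 0.0713). From the shared and separate transcripts of the 3 cytokines (Fig. 1), the paper concludes that LIGHT, IL-13 and IL-17 differ in their activities in lung fibroblasts while each can induce molecules of inflammation and cell division.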

Overall, these data show that LIGHT, IL-13, and IL-17 are not identical in their activities in lung fibroblasts, but all are capable of inducing molecules associated with inflammatory processes as well as cell division.

### LIGHT in combination with IL-13 or IL-17 synergizes to upregulate multiple gene transcripts in fibroblasts that are involved in cell division and inflammation

We then tested if the combination of LIGHT with IL-13 or IL-17 might further enhance or alter transcriptional signatures in lung fibroblasts. LIGHT stimulation together with IL-13 upregulated the expression of transcripts for 1238 genes. Many of these transcripts were also induced by LIGHT or IL-13 alone (310, 147, 148) including those encoding the inflammatory molecules mentioned previously, but 633 were only upregulated significantly (fold change >1.5; *P* < 0.05, above PBS) with the combination of the two cytokines (Fig. 2A, highlighted in red box; Table S3). 

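With LIGHT and IL-13 together, 1291 transcripts were upregulated and 1636 downregulated against PBS by edgeR's quasi-likelihood test, among 7825 genes with an adjusted p under 0.05 at any fold change. The median log2 fold change was 0.97 for the upregulated transcripts. Against LIGHT alone, 461 transcripts were higher and 569 lower with the combination, and against IL-13 alone 672 were higher and 772 lower. The glmTreat test against 1.5-fold left 676 upregulated and 453 downregulated against PBS. After *CCL26*, the transcript with the largest rise was *NLRP10* (ENSG00000182261.3, chromosome 11, 7957537 to 7965447 on GRCh38), with 0 to 2 counts per library with PBS and 2.06 ± 0.898 CPM with the combination (n = 3), at least 20.7-fold higher (edgeR adjusted p = 5.27e-08). The largest decreases were those of *ITGA8*, with a log2 fold change of -3.21 (standard error 0.23, edgeR adjusted p = 2.45e-11), and *SCARA5*, -3.18 (standard error 0.26, edgeR adjusted p = 2.97e-10).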

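Here, 344 transcripts upregulated by the combination were also upregulated by LIGHT alone, 153 by IL-13 alone and 134 by each of them, and 660 by the combination only. Of these 660, 408 had an adjusted p under 0.05 by edgeR for LIGHT or IL-13 at a smaller fold change. Their median log2 fold change was 0.78 with the combination, 0.40 with LIGHT and 0.30 with IL-13. Compared directly, 418 of the 660 were higher with the combination than with LIGHT, 123 of them by more than 1.5-fold, and 368 were higher than with either cytokine. A positive interaction, a combined log2 fold change above the sum of the separate ones, was found for 5 (edgeR, adjusted p under 0.05). Choosing transcripts that passed with the combination and with neither cytokine alone raises these differences by itself, and it favours positive interactions. Over all genes the interaction was positive for 22 and negative for 70; leaving out 1 library at a time gave 11 (without PBS replicate 2) to 49 (without IL-13 replicate 2) positive, and 26 (without replicate 2 or 3 of the combination, or LIGHT replicate 3) to 177 (without IL-13 replicate 2) negative. In 20 simulations in which LIGHT and IL-13 each kept its own fold change and the folds multiplied, a median of 698.5 transcripts (657 to 735) were upregulated by the combination only; where the changes added, 570.5 were.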

Interestingly, enrichment analysis of these 633 transcripts revealed the top pathways were related to cell division with many transcripts from genes associated with DNA replication, cell cycle progression, and cell proliferation (Fig. 2B, C; Table S4). 

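The gene sets of the study's pathway analysis were not used here. On the list of 97 cell cycle genes, all 97 were higher with LIGHT and IL-13 than with PBS, with a median log2 fold change of 1.36. The combination upregulated 77, the same number when adjusted over the list alone, and 24 were among the 660 transcripts upregulated by the combination only. The camera test with preset correlation gave an adjusted p of 3.06e-33, and fry 5.62e-07. Against LIGHT alone, 96 were higher with the combination, with a median log2 fold change of 0.63, and 55 were upregulated (camera adjusted p = 1.12e-30, fry adjusted p = 0.000133). All 51 genes shown in Fig. 2C were upregulated by the combination here, with log2 fold changes from 0.60 to 1.88, and 49 of them by neither LIGHT nor IL-13 alone. Their median log2 fold change was 0.88, against 0.41 with LIGHT and 0.32 with IL-13, and a positive interaction was found for 0 of the 51, or for 11 at an unadjusted p under 0.05. The study took these genes from transcripts upregulated by the combination only in the same cultures, which favours such differences.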

Inflammatory transcripts were also found in the 633 induced uniquely by the combination, including for chemokines (*CCL7*, *CXCL2*), cytokines/growth factors (*IL6*, *FGF1*), immune-related cell signaling/cell interaction molecules (*ITGA6*, *MCAM*, *PECAM1*, *TNFRSF12A*), molecules involved in antigen presentation (*CIITA*, *TAP2*), and matrix metalloproteases (*MMP11*, *MMP13*).

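Of these 12 transcripts, 10 were upregulated by LIGHT with IL-13, with log2 fold changes from 0.65 to 2.41, and all 12 were higher in every library of the combination than in any PBS library. *TNFRSF12A* (ENSG00000006327.13, chromosome 16, 3018445 to 3022383 on GRCh38) rose from 76.9 ± 4.14 to 175 ± 7.45 CPM (n = 3 each; log2 fold change 1.18, standard error 0.13, edgeR adjusted p = 3.85e-06). *IL6* rose from 0.20 to 0.785 ± 0.233 CPM (log2 fold change 1.95, standard error 0.47, edgeR adjusted p = 0.00145). *CIITA* had 1 to 3 counts with PBS and was at least 4.36-fold higher (edgeR adjusted p = 0.00189); it shares 14.3% of its 31-base sequences with other genes. *CXCL2* rose by 1.03 on the log2 scale (standard error 0.37, edgeR adjusted p = 0.0269), with an adjusted p above 0.05 in 4 of the 6 fits without 1 library, up to 0.118 without PBS replicate 2 (0.0162 to 0.118 over all alternatives). *MCAM* was under 1.5-fold (log2 fold change 0.56) without replicate 2 of the combination. *CCL7* had 0 counts with PBS and 1 to 11 with the combination, and *MMP13* 0 to 0 and 1 to 10, too few for the test; they were at least 2.1- and 1.3-fold higher. IL-13 alone also upregulated *FGF1*, and LIGHT alone *PECAM1* (log2 fold change 1.58, standard error 0.45, edgeR adjusted p = 0.0128) and *TAP2* (log2 fold change 0.59, standard error 0.12, edgeR adjusted p = 0.000686). *TAP2* shares 19.2% of its 31-base sequences with other genes. An interaction was found for 0 of the 10 transcripts tested, and for 0 at an unadjusted p under 0.05; over all genes, 449 positive and 964 negative interactions had an unadjusted p under 0.05.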

**Figure 2.**
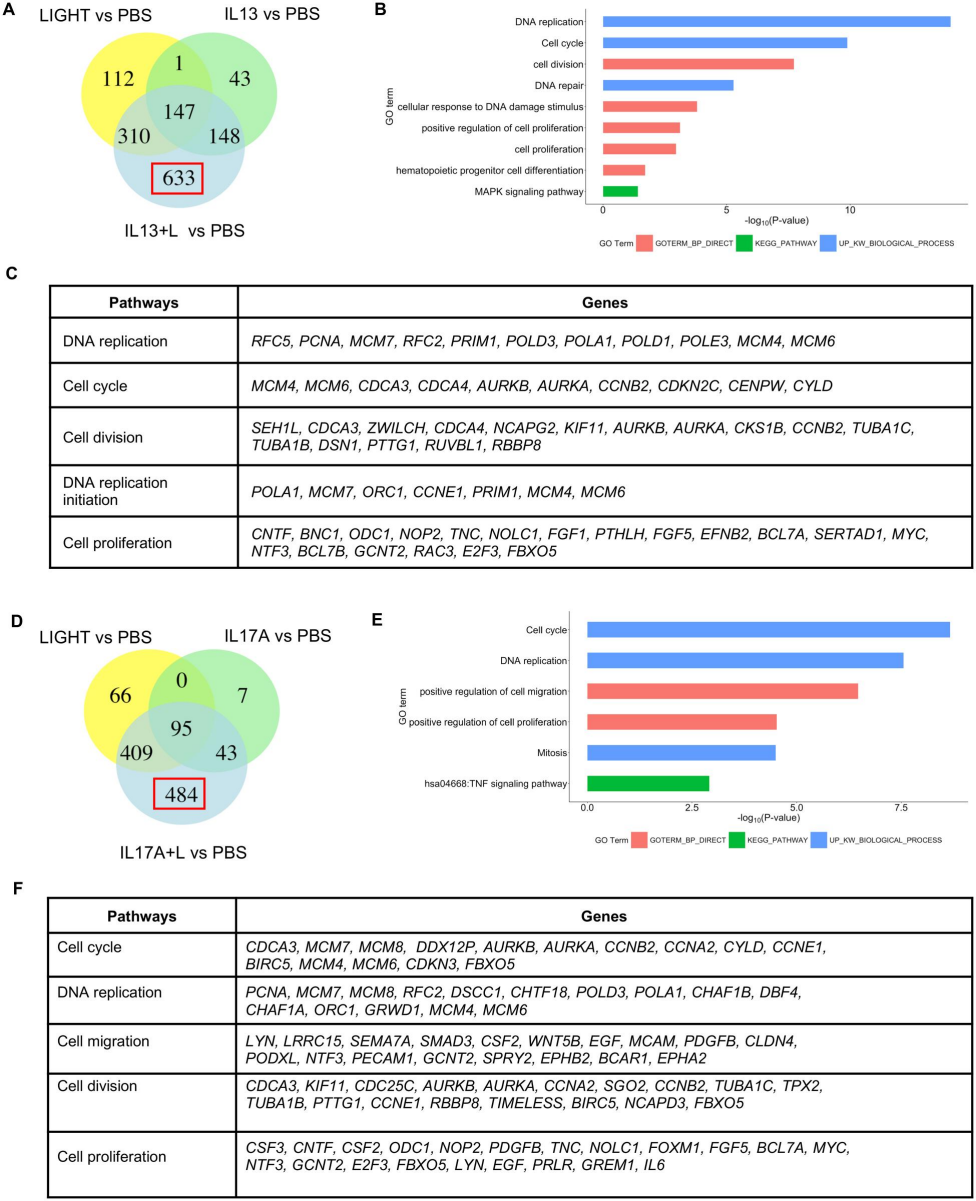
LIGHT in combination with IL-13 or IL-17 uniquely upregulate gene transcripts in pulmonary fibroblasts involved in cell division. (A–F) RNA-seq of pulmonary fibroblasts with triplicate cell cultures stimulated with LIGHT, IL-13, or LIGHT and IL-13 (A–C), or stimulated with LIGHT, IL-17A, or LIGHT and IL-17A (D–F) for 24 h. (A, D) Venn diagram of numbers of upregulated transcripts. (B, E) Pathway analysis of 633 unique LIGHT- and IL-13–induced transcripts (B), and 484 unique LIGHT- and IL-17–induced transcripts (E). (C, F) Shortlist of genes from top pathways highlighted in panels B and E. GO, Gene Ontology.

Similarly, LIGHT and IL-17 in combination upregulated the transcription of 1031 genes. 

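LIGHT with IL-17A upregulated 1044 transcripts and downregulated 880 against PBS by edgeR's quasi-likelihood test, and 6228 genes had an adjusted p under 0.05 at any fold change. Against LIGHT alone, 85 transcripts were higher and 95 lower with the combination; without LIGHT replicate 1 these were 40 and 43, and without LIGHT replicate 3, 109 and 81. Against the 2 IL-17A libraries, 533 were higher and 322 lower. The median log2 fold change of the upregulated transcripts was 0.95. The glmTreat test left 442 upregulated and 171 downregulated against PBS, and 14 higher than with LIGHT. The largest rises were those of *CXCL6* and *IL34*, and the largest decreases those of *COL26A1*, with a log2 fold change of -2.36 (standard error 0.26, edgeR adjusted p = 1.01e-07), and *H19*, -2.34 (standard error 0.18, edgeR adjusted p = 1.89e-07).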

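Of the transcripts upregulated by LIGHT with IL-17A, 478 were also upregulated by LIGHT alone, 23 by IL-17A alone and 41 by each of them. The last 2 counts were 7 and 21 without PBS replicate 1. Across genes, the log2 fold changes against PBS of LIGHT with IL-17A and of LIGHT alone had a Pearson correlation of 0.785, where simulations without effects gave a median of 0.494 (0.474 to 0.513) from the shared PBS libraries. Over the 919 transcripts that LIGHT alone changed, the slope of the LIGHT effect in the presence of IL-17A on that with PBS was 0.768, and 29.2% had a larger change with IL-17A. Choosing transcripts by their change with LIGHT alone lowers both values. What an unchanged LIGHT effect would give was not simulated, so these values do not show a weaker effect with IL-17A.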

As with IL-13, many of these transcripts were also significantly induced by LIGHT or IL-17 alone (409, 95, 43), again including those encoding the inflammatory molecules mentioned previously. However, 484 gene transcripts were also uniquely upregulated above the threshold level (fold change >1.5; *P* < 0.05, above PBS) by the combination of LIGHT and IL-17 (Fig. 2D, red highlighting; Table S5). 

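The combination of LIGHT and IL-17A alone upregulated 502 transcripts here. Of these, 273 had an adjusted p under 0.05 by edgeR for LIGHT or IL-17A at a smaller fold change, and the median log2 fold change was 0.75 with the combination, 0.46 with LIGHT and 0.28 with IL-17A. Directly compared, 133 of the 502 were higher with the combination than with LIGHT, 26 of them by more than 1.5-fold, and 369 were not. Selecting the 502 by passing with the combination and with neither cytokine alone raises these differences by itself. An interaction with an adjusted p under 0.05 was positive for 0 genes and negative for 2, while 302 positive and 410 negative interactions had an unadjusted p under 0.05; without IL-13 replicate 1 in the fit, the interaction was positive for 3 and negative for 13. Under the glmTreat test the count upregulated by the combination only was 280. Simulations with folds that multiply gave a median of 713 transcripts (694 to 758), and with changes that add 587.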

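Of the 97 cell cycle genes, 96 were higher with LIGHT and IL-17A than with PBS, with a median log2 fold change of 0.92. The combination upregulated 71, and 71 when adjusted over the list alone (camera adjusted p = 3.02e-28, fry adjusted p = 8.06e-06 over 14 comparisons), and 21 of the list were among the 502 upregulated by the combination only. Against LIGHT alone, the median was 0.33, 92 were higher and 3 were upregulated, or 5 when adjusted over the list alone, with a fry adjusted p of 0.0267. Of the 44 genes shown in Fig. 2F, 42 were upregulated by LIGHT with IL-17A, 39 of them by neither cytokine alone, with a median log2 fold change of 0.74 against 0.48 for LIGHT and 0.23 for IL-17A. These genes too were taken by the study from transcripts upregulated by the combination only, which favours such a difference.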

Enrichment analysis once more showed that the top pathways were genes associated with cell cycle, DNA replication, and cell proliferation (Fig. 2E, F; Table S6). In addition, inflammatory-type transcripts were also upregulated including those linked with cell migration (e.g. *SEMA7A*, *SMAD3*, *EGF*, *PDGFB*, *PECAM1*) (Fig. 2F; Table S6) and others such as *CCL20*, *CXCL3*, *CSF2*, *CSF3*, *IL6*, *PDGFB*, *ITGA1*, *MCAM*, *PECAM1*, *TNFRSF12A*, *EPHA2*, *EPHB1*, and *EPHB2*. Thus, one of the effects of signaling from LIGHT in the presence of IL-13 or IL-17 is likely to be to increase the proliferation of fibroblasts as well as enhance inflammatory activity.

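Of the 16 transcripts listed, 13 were upregulated by LIGHT with IL-17A, with log2 fold changes from 0.63 to 2.99, and all 16 were higher in every library of the combination than in any PBS library. *SMAD3* (ENSG00000166949.15, chromosome 15, 67063763 to 67195173 on GRCh38) rose from 226 ± 7.49 to 353 ± 8.09 CPM (n = 3 each; log2 fold change 0.64, standard error 0.05, edgeR adjusted p = 3.6e-11), and with LIGHT alone its log2 fold change was 0.58 (edgeR adjusted p = 4.55e-10), just under 1.5-fold. *EPHB2* rose from 116 to 179.7 ± 4.97 CPM (log2 fold change 0.63, standard error 0.05, edgeR adjusted p = 1.76e-10), and *PDGFB* from 1.43 to 2.79 ± 0.207 (log2 fold change 0.96, standard error 0.24, edgeR adjusted p = 0.00264). *EPHB1* had a log2 fold change of 0.68 (edgeR adjusted p = 0.00604, and 0.000858 to 0.0603 over the alternatives, the highest without PBS replicate 2). *EGF*, *CCL20* and *CSF2* had too few counts for the test: 6 to 8, 8 to 14 and 3 to 9 per library of the combination and at most 3 per PBS library, which puts them at least 2.3-, 3.47- and 1.88-fold higher. *CXCL3* shares 9.23% of its 31-base sequences with *CXCL2* and other genes, and 9.91% of the exons of *IL6* and 8.06% of those of *ITGA1* overlap a gene on the other strand.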

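At 24 h, both combinations upregulated 805 transcripts in common, 288 of them by the combinations only, and downregulated 647. Across genes their log2 fold changes against PBS had a Pearson correlation of 0.787, with 0.509 (0.484 to 0.531) in simulations where they shared only the PBS libraries. Tested against each other, 312 transcripts were higher and 240 lower with IL-17A and LIGHT than with IL-13 and LIGHT (edgeR's quasi-likelihood test). From the cell cycle and inflammatory transcripts of the combinations (Fig. 2), the paper proposes that LIGHT in the presence of IL-13 or IL-17 increases fibroblast proliferation and enhances inflammatory activity.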

In addition to this, we asked whether the combination of cytokines could act in a truly synergistic manner, potentially to enhance specific inflammatory effects. 

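To measure synergy, the fold change of LIGHT with IL-13 was set against the sum of the fold changes of LIGHT and of IL-13, each against PBS, and counted where it exceeded that sum by more than 20% and the transcript was upregulated by the combination. Fold changes were estimated with a prior count of 2, which draws those of low counts toward 1. By this measure 42 transcripts were synergistic, 37 of them among the 41 of Fig. 3A. A sum of fold changes counts the PBS level in each of its terms. With that level counted once, the number was 426, and with an interaction test added it was 4. A margin of 50% left 18, and a minimum of 10 counts in every library left 19. In 20 simulations in which LIGHT and IL-13 added, the median was 3 (1 to 7), and in 20 in which their folds multiplied it was 46.5 (40 to 56).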

LIGHT when combined with IL-13 upregulated the expression of 41 transcripts in such a manner, defined as >20% above the additive effect of each cytokine alone. The expression profile for all of the synergistically upregulated genes is represented in terms of normalized *z* score in the heatmap in Fig. 3A, and the experimental fold change of several is shown in Fig. 3B to illustrate the synergistic action on those transcripts. 

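The plot of 4 of these transcripts by treatment shows the spread between libraries. *ADAM8* (ENSG00000151651.15, chromosome 10, 133262420 to 133276868 on GRCh38) had 3.57 ± 0.392 CPM with PBS, 6.08 ± 0.535 with LIGHT, 8.37 ± 0.506 with IL-13 and 24.1 ± 3.61 with the combination (n = 3 each). Its fold change was 6.65 for the combination, 1.69 for LIGHT and 2.32 for IL-13, 1.66 times the sum, and it had a positive interaction (edgeR adjusted p = 0.0347). *SCUBE3* had fold changes of 17.1, 2.50 and 4.32, 2.51 times the sum, without a detectable interaction (edgeR adjusted p = 0.258). *ACTC1* rose with the combination by a log2 fold change of 1.68 (edgeR adjusted p = 0.0459, between 0.0746 and 0.156 without any of the PBS replicates, the highest without PBS replicate 2, and 0.00905 to 0.156 over all alternatives), and 15.7% of its exons overlap a gene on the other strand. The interaction was positive for 4 of the 42 synergistic transcripts. Of the 41 transcripts of Fig. 3A, LIGHT alone upregulated 22 and IL-13 alone 21, and the median log2 fold change was 3.79 with the combination.

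**Figure D1:**
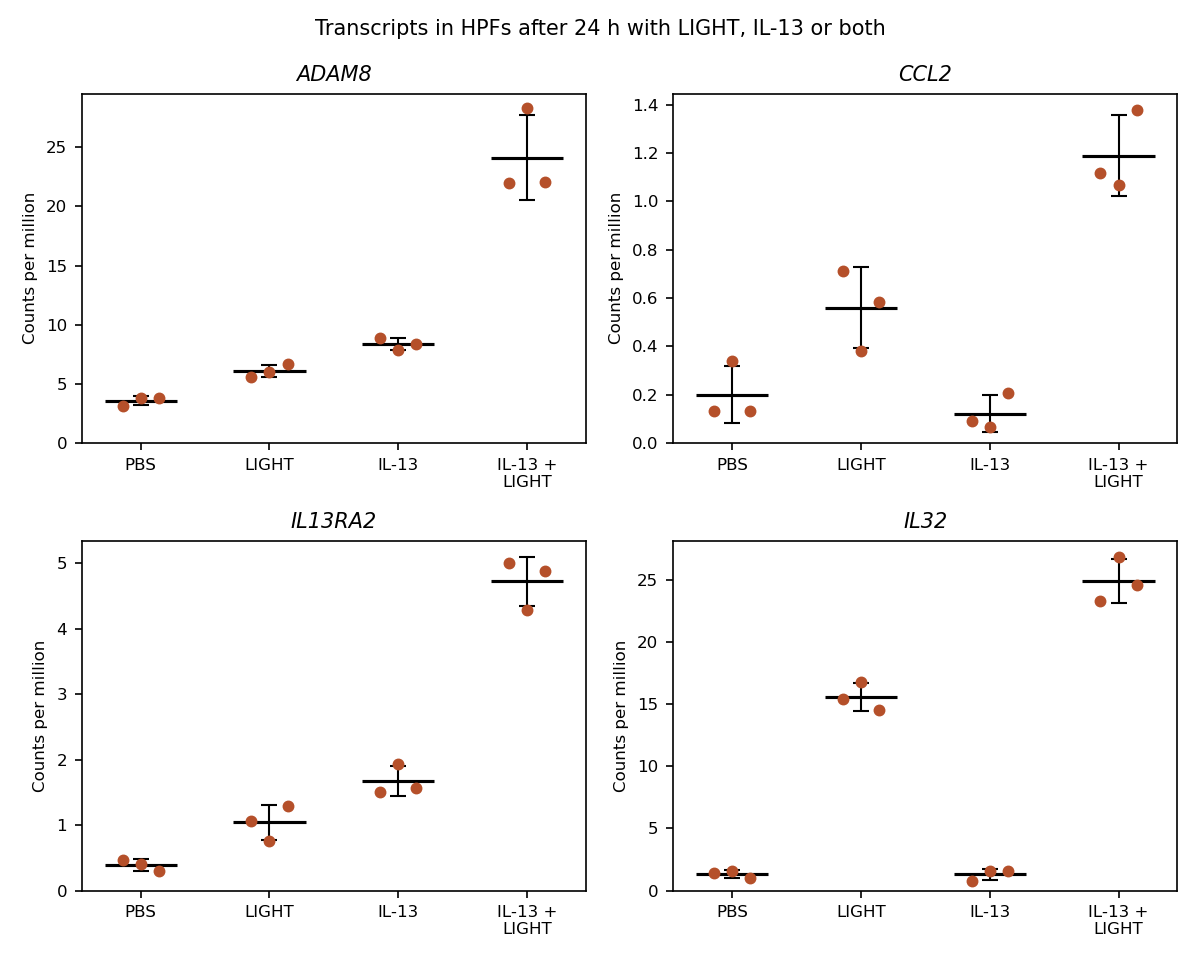
CPM (vertical axis, from 0) of *ADAM8*, *CCL2*, *IL13RA2* and *IL32* after 24 h with PBS, LIGHT, IL-13, or IL-13 and LIGHT, with points for the 3 libraries of each treatment, horizontal lines for means and bars for SD. For each transcript the libraries of the combination lie above all others.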

Pathway analysis of these genes showed that LIGHT with IL-13 elevated the expression of transcripts related to several inflammatory activities, including chemotaxis of monocytes, T cells, dendritic cells, eosinophils, and basophils (*CCL2*, *CCL26)*; cytokine-cytokine receptor interactions, some of which are also associated with type 2 immunity (*IL32*, *IL13RA2*, *IL1RL1*); and several genes linked to more general inflammatory responses (*NLRP10*, *ADAM8*, *SCUBE3*, *SULF1*) (Fig. 3C, D; Table S7).

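All 9 of these transcripts were upregulated by LIGHT with IL-13 and exceeded the sum of the single fold changes by more than 20%, and an interaction with an adjusted p under 0.05 was found for *ADAM8*. *CCL2* (ENSG00000108691.9, chromosome 17, 34255274 to 34257208 on GRCh38) had 0.122 ± 0.0756 CPM with IL-13 and 1.19 ± 0.167 with the combination (n = 3 each; log2 fold change 2.55, standard error 0.39, edgeR adjusted p = 6.09e-06 against PBS), 1.55 times the sum. *IL32* reached 24.9 ± 1.76 CPM with the combination (log2 fold change 4.23, standard error 0.16, edgeR adjusted p = 4.98e-16), 1.47 times the sum. *IL13RA2* (ENSG00000123496.7, chromosome X, 115003975 to 115019977) had 0.388 CPM with PBS, 1.04 with LIGHT, 1.67 with IL-13 and 4.72 ± 0.377 with the combination, 1.68 times the sum but 1.12 times the product of the single fold changes. *IL1RL1* was 1.75 and *SULF1* 1.48 times the sum. *CCL26* and *NLRP10* were at most 3 counts per library with PBS, so their ratios to the sum, 1.45 and 1.31, rest on the prior count; with the combination *CCL26* was at least 199-fold above PBS, and with IL-13 alone it was already far above the threshold. The interaction of *CCL2* had a log2 size of 1.76 (standard error 0.65, edgeR adjusted p = 0.391).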

**Figure 3.**
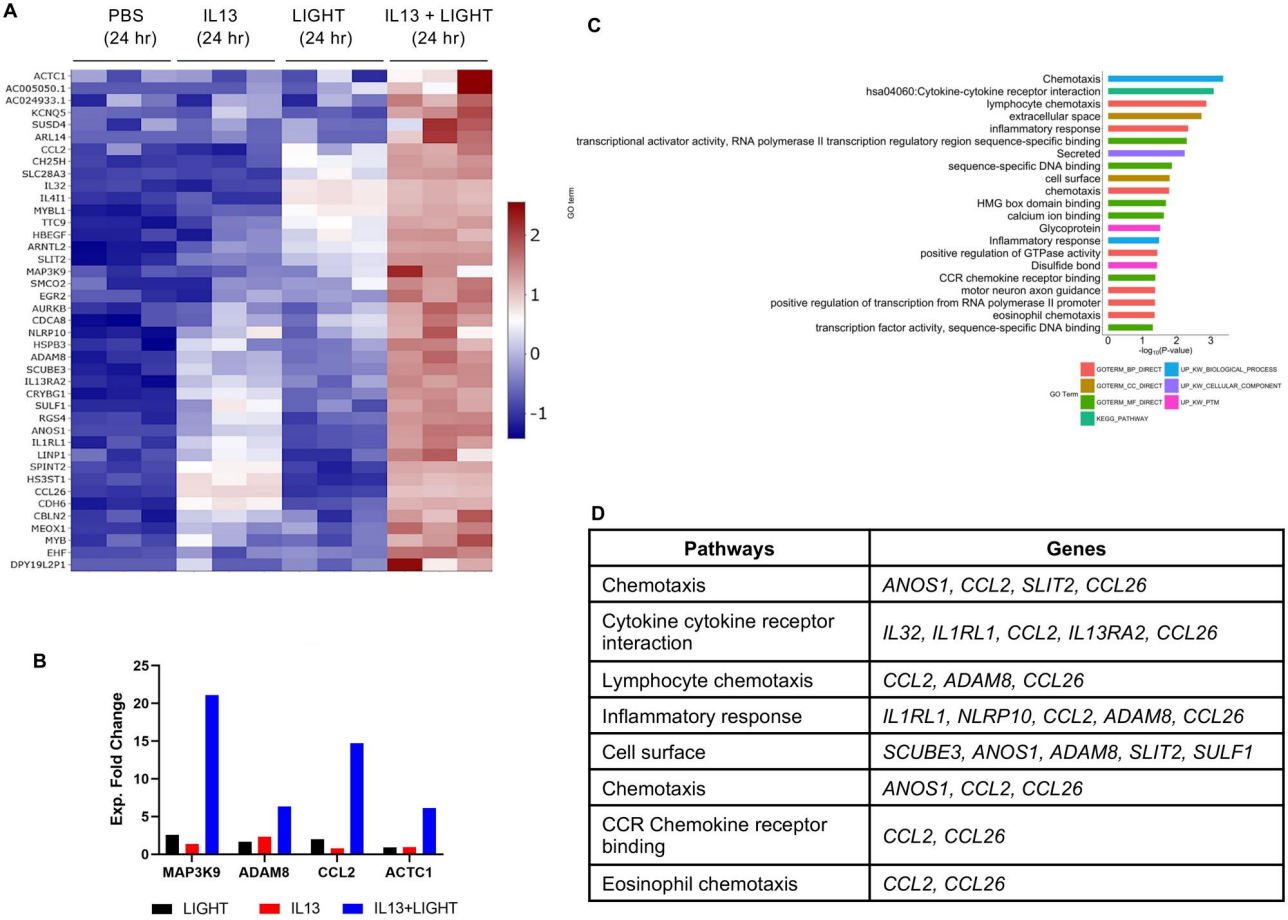
LIGHT in combination with IL-13 synergistically upregulates select inflammatory gene transcripts in pulmonary fibroblasts. RNA-seq of pulmonary fibroblasts stimulated with LIGHT, IL-13, or LIGHT and IL-13 from Fig. 2. (A) Heatmap of transcripts synergistically upregulated by the combination of LIGHT and IL-13, defined as >20% above the additive effect of each cytokine alone. (B) Experimental fold change in expression of select transcripts from panel A. (C, D) Pathway analysis of transcripts synergistically upregulated by LIGHT and IL-13 (C) and shortlist of genes from top pathways (D). GO, Gene Ontology.

Similarly, LIGHT and IL-17 together synergistically upregulated the transcriptional expression of 22 genes (Fig. 4). 

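For LIGHT with IL-17A, 24 transcripts were upregulated by more than 20% above the sum of the single fold changes, and 18 of the 22 of Fig. 4A were among them. With the PBS level counted once the number was 197, with an interaction test 0 (12 of the 24 had a positive interaction at an unadjusted p under 0.05), with a margin of 50% 12 and with at least 10 counts in every library 7. The simulations gave a median of 4 (0 to 7) where LIGHT and IL-17A added and 42.5 (36 to 48) where their folds multiplied. Of the 22 transcripts of Fig. 4A, LIGHT alone upregulated 8 and IL-17A alone 8, and their median log2 fold change was 3.29 with the combination, 1.02 with LIGHT and 1.26 with IL-17A.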

Expression of all of these transcripts normalized with *z* score values is depicted in the heatmap in Fig. 4A, and the experimental fold change of several is shown in Fig. 4B. Pathway analysis indicated many of these were related to inflammatory processes such as chemotaxis, IL-17 and TNF signaling, and others (Fig. 4C, D; Table S8). A major category of these transcripts were for chemokines, namely *CXCL1*, *CXCL2*, *CXCL3*, *CXCL5*, *CXCL6*, *CXCL8*, and *CCL20*, that can act on several cell types, particularly neutrophils, as well as macrophages, monocytes, and T cells. 

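*CXCL1* (ENSG00000163739.4, chromosome 4, 73869393 to 73871308 on GRCh38) had 1.6 ± 0.166 CPM with PBS, 4.50 ± 0.316 with LIGHT (n = 3 each), 13.3 ± 2.92 with IL-17A (n = 2) and 72.3 ± 3.31 with the combination (n = 3), a log2 fold change of 5.49 for the combination (standard error 0.14, edgeR adjusted p = 2.87e-19). Its fold change of 43.4 was 4.04 times the sum of the single fold changes and 1.98 times their product. *CXCL6* (ENSG00000124875.9, chromosome 4, 73836640 to 73849064) had 0.400, 2.35, 4.07 ± 2.25 and 37.8 ± 2.41 CPM in the same order, a fold change 5.80 times the sum and 1.76 times the product. *CXCL8* (ENSG00000169429.10, chromosome 4, 73740519 to 73743716) reached 18.0 ± 0.375 CPM (log2 fold change 3.66, standard error 0.20, edgeR adjusted p = 8.65e-13), 2.16 times the sum. The fold changes of *CXCL2*, *CXCL3* and *CXCL5* were 2.61, 2.10 and 2.10 times the sum. Reads of *CXCL1*, *CXCL2* and *CXCL3* can fall on sequence they share. The interaction test gave an adjusted p between 0.289 and 1 for these 6 (edgeR), and *CXCL1*, *CXCL2*, *CXCL3* and *CXCL8* had a positive interaction at an unadjusted p under 0.05. Without IL-13 replicate 1 in the fit, *CXCL1* had an interaction of 0.958 with an adjusted p of 0.0128 (edgeR). *CCL20* had 0 to 5 counts with IL-17A and 8 to 14 with the combination and was not tested.

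**Figure D2:**
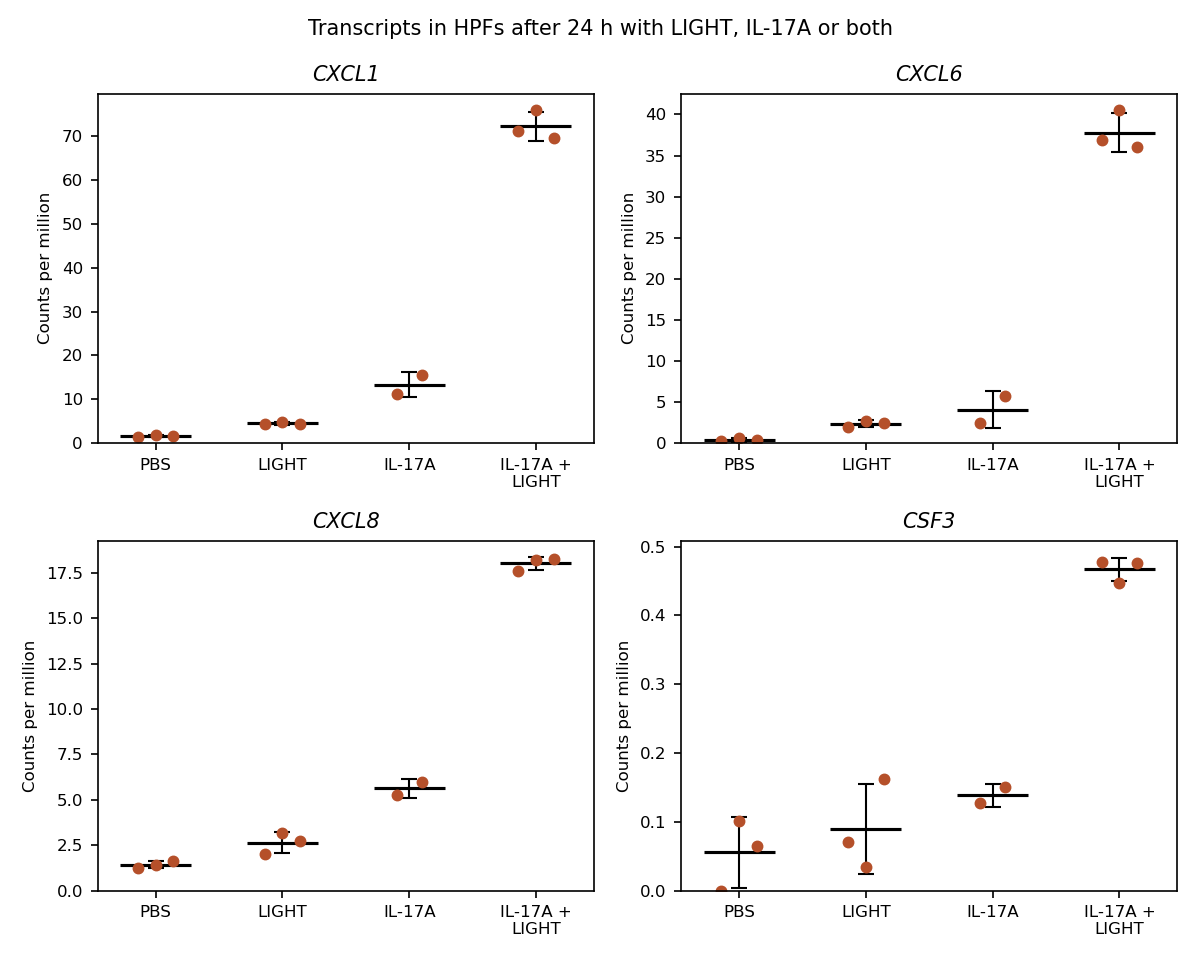
CPM (vertical axis, from 0) of *CXCL1*, *CXCL6*, *CXCL8* and *CSF3* after 24 h with PBS, LIGHT, IL-17A, or IL-17A and LIGHT, with points for the libraries (3 for each treatment, 2 for IL-17A), horizontal lines for means and bars for SD. In all 4 panels the libraries of the combination lie above the rest.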

LIGHT and IL-17 in combination also boosted the expression of transcripts for other inflammatory molecules such as the cellular inhibitor of apoptosis gene *BIRC3*, the complement gene *C3*, and the G-CSF and GM-CSF genes *CSF2* and *CSF3*.

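*C3* had 1.59 ± 0.216 CPM with PBS, 10.5 ± 1.16 with LIGHT, 11.5 ± 1.90 with IL-17A and 54.4 ± 5.31 with the combination (log2 fold change 5.09, standard error 0.14, edgeR adjusted p = 2.03e-18), 2.46 times the sum of the single fold changes but 0.738 times their product. *BIRC3* (ENSG00000023445.13, chromosome 11, 102317484 to 102339403 on GRCh38) rose from 0.609 CPM to 17.6 ± 2.07 with LIGHT and 25.1 ± 1.04 with the combination (n = 3 each), 1.31 times the sum. *CSF3* (ENSG00000108342.12, chromosome 17, 40015361 to 40017813) had 0 to 3 counts per library with PBS and 14 to 15 with the combination, at least 4.69-fold higher (edgeR adjusted p = 0.00133), and *CSF2* 0 to 0 and 3 to 9, too few for the test.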

**Figure 4.**
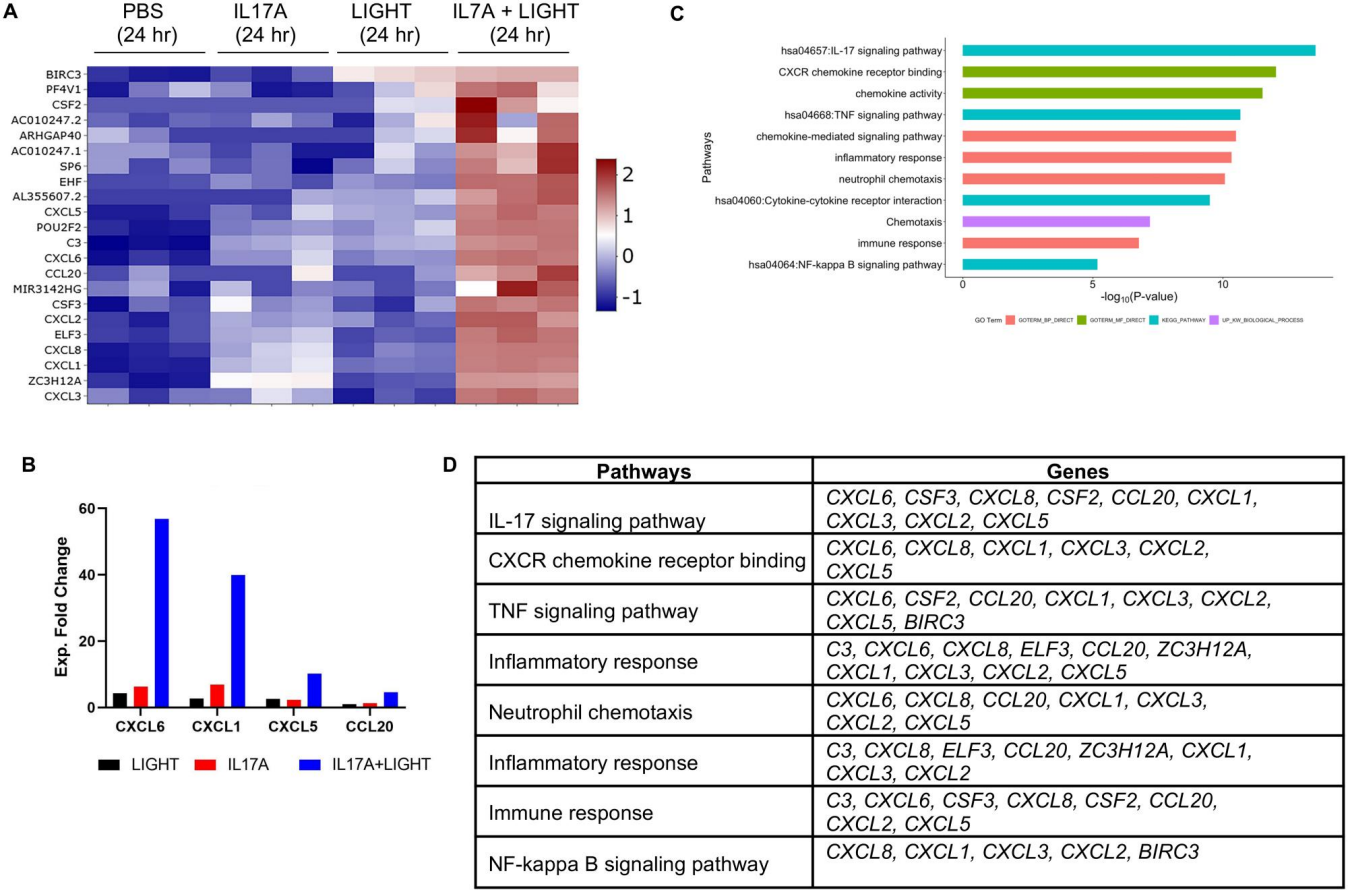
LIGHT in combination with IL-17 synergistically upregulates select inflammatory gene transcripts in pulmonary fibroblasts. RNA-seq of pulmonary fibroblasts stimulated with LIGHT, IL-17, or LIGHT and IL-17 from Fig. 2. (A) Heatmap of transcripts synergistically upregulated by the combination of LIGHT and IL-17, defined as >20% above the additive effect of each cytokine alone. (B) Experimental fold change in expression of select transcripts from A. (C, D) Pathway analysis of transcripts synergistically upregulated by LIGHT and IL-17 (C) and shortlist of genes from top pathways (D).

### Stimulation of HPFs with IL-13 and IL-17 followed by LIGHT also leads to inflammatory transcriptional phenotypes

We additionally asked whether IL-13 and IL-17 might cooperate with LIGHT in an alternate manner and if prior exposure of pulmonary fibroblasts to these cytokines before LIGHT also drove enhanced inflammatory transcriptional phenotypes. 

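In the prestimulation experiment, HPFs of the same line received PBS, 50 ng/mL IL-13 or 50 ng/mL IL-17A for 72 h, and each was followed by 50 ng/mL LIGHT or by PBS for 24 h, 96 h in all, with 3 cultures for each of the 6 treatments. The labels of the cytokine cultures without LIGHT give 72 h only, the headings of Fig. 5B and D give PBS for 24 h after it, and they are compared here with PBS for 96 h. Whether the cytokine was removed before LIGHT or PBS is not stated in the labels, the methods or these headings. The 18 libraries, sequenced as a separate batch from those of the 24-h experiment, held between 19308634 and 32719430 counts. The smallest is replicate 3 of the control cultures given LIGHT. Its chi-square per degree of freedom was 7.73 against replicate 1 and 10.1 against replicate 2, where the other 96-h pairs had 2.08 to 5.23. Group medians ran from 25710342 counts for IL-17A then LIGHT to 32217417 for PBS. The counts were made and deposited in the same way as for the 24-h cultures. They were fitted apart from those on 16521 genes, and each adjusted p is that of edgeR's quasi-likelihood test within these 18 libraries. The fitted coefficient of variation between replicates was 0.0398, against 0.0618 in the 24-h experiment.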

Fibroblasts were cultured with PBS, IL-13, or IL-17 for 72 h, and then stimulated with LIGHT for a further 24 h before RNA-seq analysis (total 96 h).

In control cultures (PBS), LIGHT upregulated the expression of 479 transcripts (Fig. 5A, C) similar to its activity without 72 h preculture (see Fig. 1). However, with prior exposure to IL-13 or IL-17, a far greater number of transcripts were upregulated after LIGHT stimulation (1,292 and 1,427, respectively) (Fig. 5A–D; Table S9). This was not primarily due to residual activity of IL-13 or IL-17, as only 19 and 2 transcripts, respectively were elevated at this time point in fibroblasts stimulated with these cytokines in isolation (Fig. 5A, C). 

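LIGHT after 72 h with PBS upregulated 569 and downregulated 553 transcripts, and 5417 genes had an adjusted p under 0.05 by edgeR at any fold change. With the test against 1.5-fold (glmTreat), the counts were 152 and 206. Between this experiment and the 24-h experiment, LIGHT upregulated 231 transcripts in common, downregulated 78 and changed 16 in opposite directions. Of the 575 transcripts upregulated at 24 h and tested here, 505 were higher with LIGHT. Over 16123 genes, which are not independent replicates, the log2 fold changes of LIGHT in the experiments had a Pearson correlation of 0.404 and a Spearman correlation of 0.327, and they share no library. Leaving out 1 library at a time gave Pearson correlations of 0.366 to 0.404. Without the filter on low counts it was 0.047, with all 35 libraries in a single fit 0.294, and with at least 10 counts in every library 0.461. *TAC3* rose from 0.844 ± 0.116 to 22.6 ± 2.90 CPM (n = 3 each; log2 fold change 4.75, standard error 0.15, edgeR adjusted p = 3.73e-23). *NTRK3* (ENSG00000140538.16, chromosome 15, 87859751 to 88256791 on GRCh38) had 0 to 2 counts per library with PBS and was at least 29.3-fold higher (edgeR adjusted p = 1.06e-17), and *DLK1* had the largest decrease, a log2 fold change of -2.86 (standard error 0.30, edgeR adjusted p = 4.27e-09).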

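LIGHT after IL-13 upregulated 1404 and downregulated 1563 transcripts against PBS, and LIGHT after IL-17A 1491 and 1800, by edgeR's quasi-likelihood test. Against LIGHT in control cultures, 586 transcripts were higher and 762 lower after IL-13, and 807 higher and 1044 lower after IL-17A. The effects of the pretreated cultures overlapped: 1195 transcripts were upregulated and 1246 downregulated in each, their log2 fold changes had a Pearson correlation of 0.918 across genes (0.483, from 0.461 to 0.501, in simulations where only the PBS libraries were shared), and 62 were higher and 26 lower after IL-17A than after IL-13. The interaction of prior cytokine and LIGHT had an adjusted p under 0.05 and was positive for 1994 and negative for 1627 genes with IL-13, and for 3564 and 3181 with IL-17A; 264 and 457, and 901 and 887, of these exceeded 1.5-fold. Both interactions rest on the LIGHT response of the control cultures, and an atypical response there was not excluded. The largest rises were those of *BIRC3* and *TAC3*. *BIRC3* had 3.07 ± 0.812 CPM with PBS, 15.3 ± 2.61 with LIGHT in control cultures, 86.0 ± 11.5 after IL-13 and 113 ± 7.25 after IL-17A (n = 3 each), log2 fold changes against PBS of 4.83 and 5.22 (edgeR adjusted p = 1.2e-11 and 3.75e-12). The largest decreases were *IGF1* after IL-13 (log2 fold change -3.04, edgeR adjusted p = 0.000352; 82.5% of its exons overlap a gene on the other strand) and *BMP6* after IL-17A (-2.93, edgeR adjusted p = 4.84e-21).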

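Without LIGHT, 72 h of IL-13 left 39 transcripts upregulated and 39 downregulated against PBS, and IL-17A 25 and 24, by edgeR's quasi-likelihood test. At any fold change, 1001 genes with IL-13 and 1783 with IL-17A had an adjusted p under 0.05. DESeq2 gave 24 transcripts upregulated with IL-13 and 4 with IL-17A, and glmTreat 0 and 2; at an unadjusted p under 0.05, 142 and 100 were above 1.5-fold. Without PBS replicate 2, IL-17A upregulated 15 and downregulated 6, and without PBS replicate 1, IL-13 downregulated 16. *C3* with IL-17A had the largest rise (log2 fold change 2.54, standard error 0.17, edgeR adjusted p = 5.29e-10), followed by *CXCL1* (1.28, standard error 0.13, edgeR adjusted p = 6.52e-09). With IL-13 these were *ST8SIA1* (1.19, standard error 0.15, edgeR adjusted p = 5.93e-07) and *PTGIS* (1.17, standard error 0.18, edgeR adjusted p = 1.44e-05). Of the transcripts that IL-13 upregulated at 24 h, 316 were tested here and 82.9% were higher with IL-13 than with PBS, with a median log2 fold change of 0.21 (0.87 at 24 h). For IL-17A, 72.1% of 68 were higher, with a median of 0.11 (0.78 at 24 h).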

Enhanced expression resulted for a number of transcripts that LIGHT, IL-13, or IL-17 alone normally induce, including inflammatory molecules such as *C3*, *CXCL3*, *CXCL6*, *CXCL8*, *ADAM8*, *ICAM1*, *IL33*, *IL32*, and *TNFSF4* (Fig. 5B, D).

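*ICAM1* had 38.3 ± 2.76 CPM with PBS and 40.9 ± 2.77 with LIGHT in control cultures, and with LIGHT it reached 143 ± 18.6 after IL-13 and 183 ± 10.9 after IL-17A (n = 3 each). Its interaction of prior cytokine and LIGHT had an edgeR adjusted p of 1.44e-06 for IL-13 and 7.78e-08 for IL-17A. *CXCL8* fell with LIGHT in control cultures by a log2 fold change of -0.67 (standard error 0.16, edgeR adjusted p = 0.00222) and rose with LIGHT after IL-13 (0.97, edgeR adjusted p = 9.52e-07) and after IL-17A (1.73, edgeR adjusted p = 9.55e-12). *C3* rose to 32.1 ± 1.63 CPM after IL-17A, where the cytokine without LIGHT had left 10.1 ± 1.50, and to 7.84 ± 1.3 after IL-13, from 1.73 with PBS. *IL33* rose from 0.407 CPM to 1.69 ± 0.565 with LIGHT in control cultures, 3.32 ± 0.276 after IL-13 and 5.88 ± 0.543 after IL-17A; its interaction had an edgeR adjusted p of 0.645 with IL-13 and 0.00715 with IL-17A. For all 9 transcripts, LIGHT after either cytokine gave an upregulation against PBS, with log2 fold changes from 0.97 to 3.03 after IL-13 and from 1.73 to 4.21 after IL-17A, and a positive interaction for all but *IL33* with IL-13. *CXCL3* had log2 fold changes of 1.02 (standard error 0.31, edgeR adjusted p = 0.00407) and 1.90 (standard error 0.28, edgeR adjusted p = 7.56e-08). Interactions of these transcripts rest on the LIGHT response of the control cultures. There *ICAM1* stayed near its PBS level and *CXCL8* fell, whereas LIGHT raised both in the 24-h experiment.

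**Figure D3:**
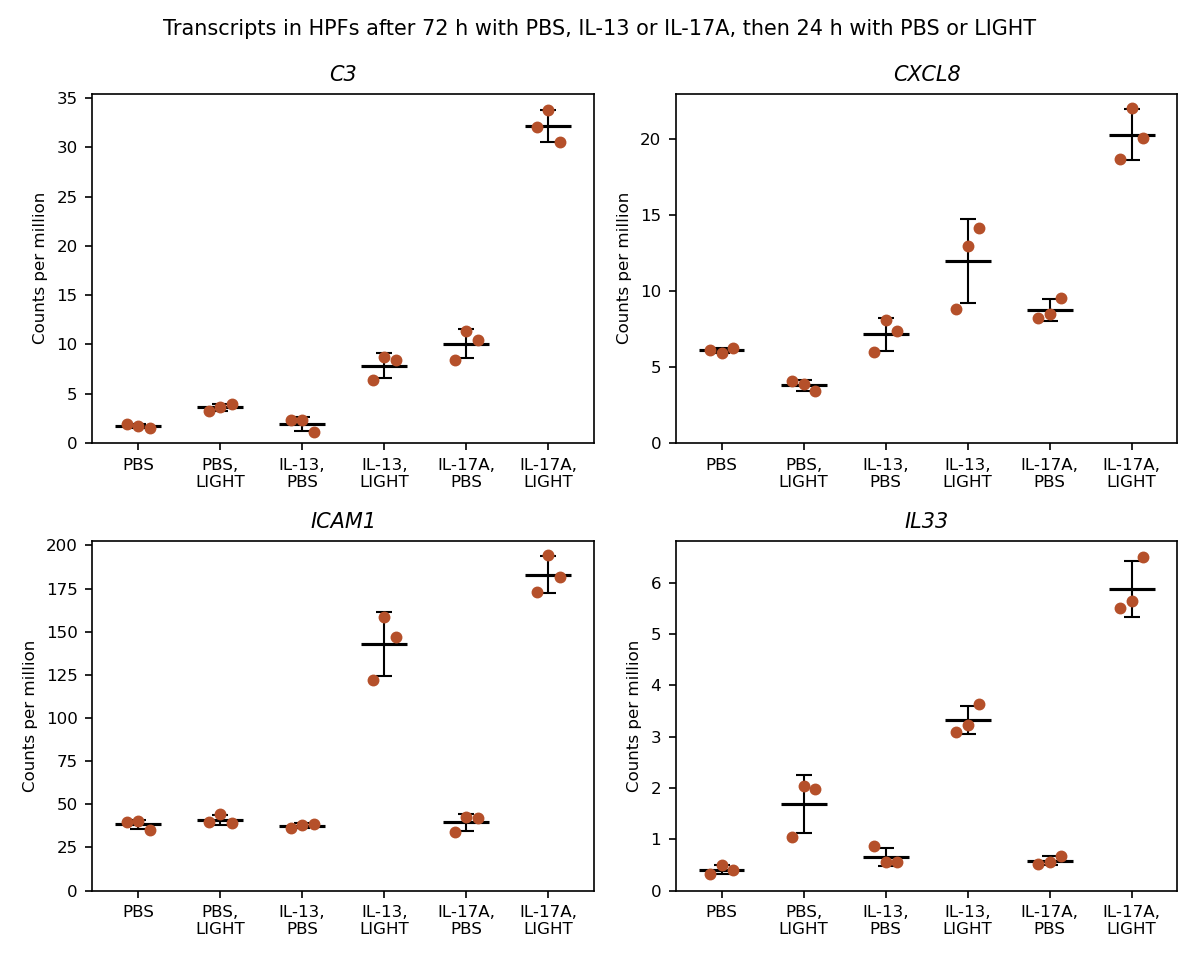
CPM (vertical axis, from 0) of *C3*, *CXCL8*, *ICAM1* and *IL33* in the 6 treatments of the prestimulation experiment, with points for the 3 libraries of each, horizontal lines for means and bars for SD. LIGHT after IL-17A gave the highest mean in all 4 panels.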

**Figure 5.**
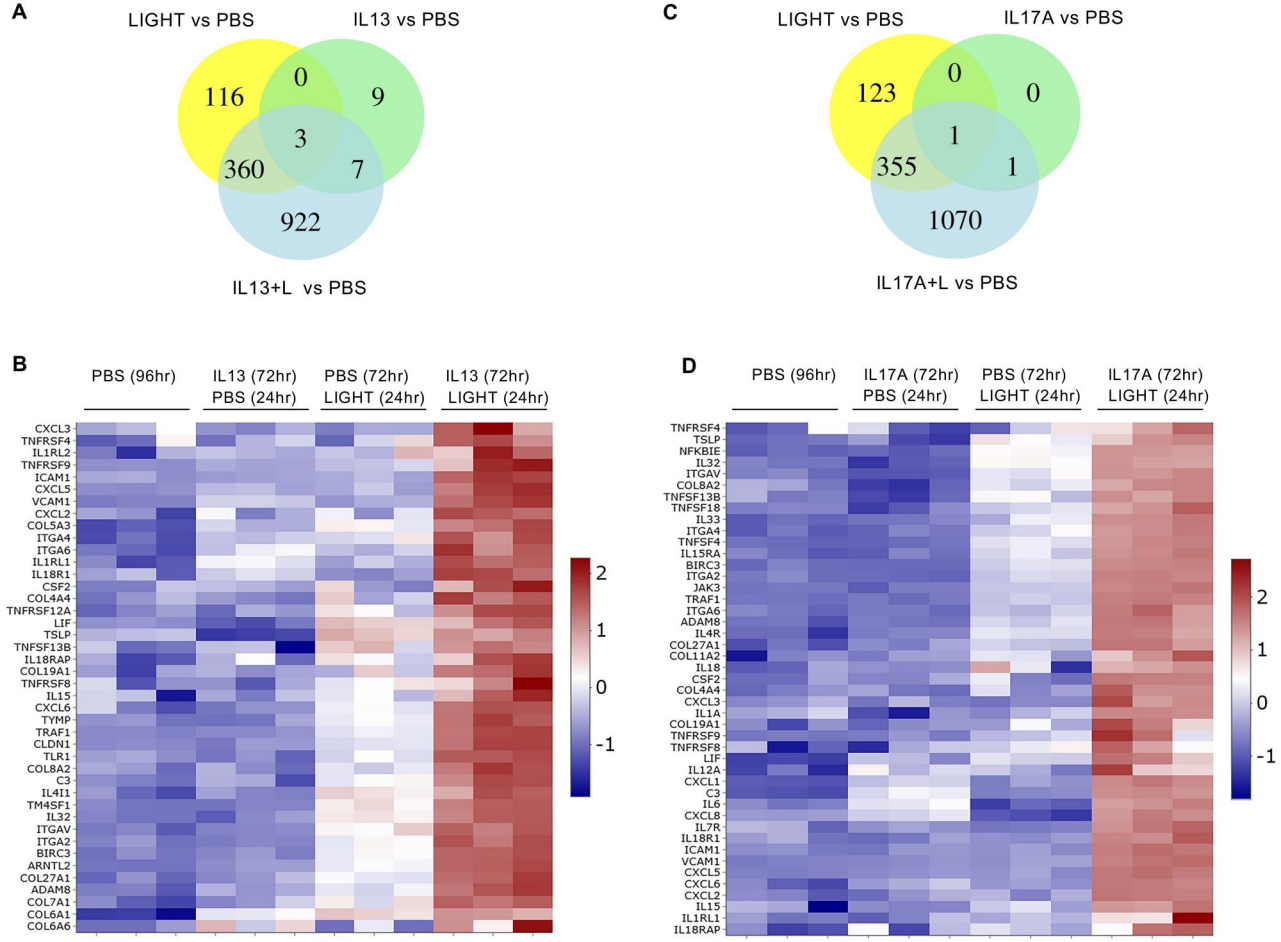
Prior exposure of pulmonary fibroblasts to IL-13 and IL-17 results in inflammatory phenotypes with temporal stimulation from LIGHT. RNA-seq of pulmonary fibroblasts cultured in triplicate with PBS, IL-13, or IL-17 for 72 h and subsequently stimulated with LIGHT for 24 h. (A) Venn diagram of numbers of upregulated transcripts induced in IL-13–pretreated cells. (B) Heatmap of select upregulated transcripts in IL-13–treated cells. (C) Venn diagram of numbers of upregulated transcripts induced in IL-17–pretreated cells. (D) Heatmap of select upregulated transcripts in IL-17–treated cells.

Additionally, more transcripts were upregulated over those in control fibroblasts. Of the 1,292 transcripts in IL-13 prestimulated cells, 363 were upregulated after LIGHT stimulation in control cells, whereas 922 were additionally induced (Fig. 5A, B). 

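Of the 1404 transcripts upregulated by LIGHT after IL-13, 417 were also upregulated by LIGHT in control cultures, 13 by IL-13 without LIGHT and 10 by each, and 964 by the sequence of IL-13 and LIGHT only. LIGHT alone had an adjusted p under 0.05 by edgeR at any fold change for 530 of the 964. Their median log2 fold change was 0.83 after IL-13 and 0.34 with LIGHT alone. Directly compared, 781 were higher than with LIGHT in control cultures, 338 by more than 1.5-fold, and 495 had a positive interaction. The 964 were chosen for passing with the sequence and with neither cytokine alone. That choice by itself raises the differences and favours positive interactions. The simulations with multiplied folds gave a median of 568 (522 to 601), and with added changes 480.5.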

As well as the molecules mentioned previously, these included transcripts for a number of other inflammatory factors, illustrated in the heatmap in Fig. 5B, including chemokines (*CXCL2*), cytokines (*CSF2*, *IL15*, *LIF*, *TNFSF13B*, *TSLP*), cytokine receptors (*IL18R1*, *IL18RAP*, *IL1RL1*, *IL1RL2*, *TNFRSF12A*), costimulatory molecule receptors (*TNFRSF4*, *TNFRSF8*, *TNFRSF9*), and adhesion molecules (*ITGA2*, *ITGA4*, *ITGA6*, *ITGAV*). 

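All 18 of these transcripts were upregulated by LIGHT after IL-13, with log2 fold changes from 0.63 to 4.42, and every library was above every PBS library. *ITGA2* (ENSG00000164171.10, chromosome 5, 52989340 to 53094779 on GRCh38) had 67.1 CPM with PBS, 100.2 with LIGHT in control cultures and 172 ± 12.3 after IL-13 (n = 3; log2 fold change 1.36, standard error 0.05, edgeR adjusted p = 1.68e-25). *IL18R1* had a log2 fold change of 0.88 (standard error 0.08, edgeR adjusted p = 6.09e-14) and an interaction of 0.71 (edgeR adjusted p = 3.09e-06). *CSF2* and *TNFRSF9* had 0 to 3 and 1 to 1 counts per library with PBS and were at least 8- and 5.56-fold higher (edgeR adjusted p = 6.53e-07 and 2.27e-07). *CXCL2* rose by 2.16 on the log2 scale (edgeR adjusted p = 1.03e-07). *TSLP* was upregulated by LIGHT in control cultures as well (log2 fold change 0.60, standard error 0.10, edgeR adjusted p = 8.56e-06). *IL15* had a log2 fold change of 0.73, and 0.56 without PBS replicate 3, which is under 1.5-fold. Of the 42 transcripts of Fig. 5B, 41 were upregulated and 25 had a positive interaction.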

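Among the collagens, *COL4A4*, *COL5A3*, *COL6A1*, *COL7A1*, *COL8A2*, *COL19A1* and *COL27A1* were upregulated by LIGHT after IL-13, with log2 fold changes from 0.59 to 2.02. *COL27A1* (ENSG00000196739.14, chromosome 9, 114155537 to 114312511 on GRCh38) rose from 48.4 ± 1.79 to 82.9 ± 4.36 CPM (n = 3 each; log2 fold change 0.78, standard error 0.05, edgeR adjusted p = 5.09e-19). *COL6A1* had the smallest rise, from 6.24e+03 to 9.38e+03 ± 202 CPM (log2 fold change 0.59, standard error 0.04, edgeR adjusted p = 1.32e-17), under 1.5-fold without PBS replicate 3 (0.56) or replicate 2 of IL-13 then LIGHT (0.58), and its interaction was negative (-0.28, edgeR adjusted p = 0.000129). *COL19A1* was also upregulated by LIGHT in control cultures (log2 fold change 0.99, edgeR adjusted p = 0.0378). *COL6A6* had 0 to 1 counts with PBS and 3 to 8 after IL-13 and LIGHT, too few for the test, which puts it at least 1.96-fold higher.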

Several collagen isoform transcripts were also upregulated in IL-13 pre-exposed cells stimulated with LIGHT (*COL4A4*, *COL5A3*, *COL6A1*, *COL6A6*, *COL7A1*, *COL8A2*, *COL19A1*, *COL27A1*). Similarly, of the 1,427 transcripts upregulated in IL-17 pre-exposed cells stimulated with LIGHT, 1,070 were not induced by LIGHT stimulation in control cells (Fig. 5C, D). 

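After IL-17A, 412 of the 1491 transcripts upregulated by LIGHT were also upregulated by LIGHT in control cultures, 4 by IL-17A without LIGHT and 6 by each, and 1069 by the sequence only. Of the 1069, 916 were higher than with LIGHT in control cultures, 487 by more than 1.5-fold, and 705 had a positive interaction (edgeR, adjusted p under 0.05). LIGHT alone gave them a median log2 fold change of 0.29 and IL-17A alone 0.062, against 0.83 for the sequence. As after IL-13, the way the 1069 were chosen raises these differences and favours positive interactions. The simulations with multiplied folds gave a median of 559.5 (523 to 593).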

The upregulated transcripts again included many of the same inflammatory molecules as in IL-13 prestimulated cells, illustrated in the heatmap in Fig. 5D, including chemokines (*CXCL2*), cytokines (*CSF2*, *LIF*, *TNFSF13B*, *TSLP*, *IL1A*, *IL6*, *IL15*, *IL18*, *IL12A*), cytokine receptors (*IL18R1*, *IL18RAP*, *IL1RL1*, *IL4R*, *IL7R*), costimulatory molecule receptors (*TNFRSF4*, *TNFRSF8*, *TNFRSF9*) and adhesion molecules (*ITGA2*, *ITGA4*, *ITGA6*, *ITGAV*), and a number of collagen isoforms also found in IL-13 pretreated fibroblasts (*COL4A4*, *COL8A2*, *COL11A2*, *COL19A1*, *COL27A1*). 

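LIGHT after IL-17A upregulated 26 of these 27 transcripts, with log2 fold changes from 0.60 to 4.96. *IL6* (ENSG00000136244.11, chromosome 7, 22725884 to 22732002 on GRCh38) had 1.71 ± 0.143 CPM with PBS, 1.32 ± 0.192 with LIGHT in control cultures, 3.19 ± 0.227 with IL-17A without LIGHT and 6.19 ± 0.532 with LIGHT after IL-17A (n = 3 each; log2 fold change 1.85, edgeR adjusted p = 1.34e-15), and a positive interaction (edgeR adjusted p = 6.3e-06). *ITGA2* reached 219.9 ± 4.47 CPM (log2 fold change 1.71, standard error 0.05, edgeR adjusted p = 4.21e-29). *CXCL2* rose by 3.27 on the log2 scale (standard error 0.28, edgeR adjusted p = 3.19e-14). *CSF2* was at least 11.8-fold and *TNFRSF9* at least 3.36-fold above PBS. *IL18* had 1 to 3 counts with PBS and 6 to 7 with LIGHT after IL-17A, at least 2.5-fold higher, and was not tested. *IL7R* had a log2 fold change of 0.60, and was under 1.5-fold without PBS replicate 3 (0.54) or replicate 3 of IL-17A then LIGHT (0.57); *COL8A2* (0.58) and *IL15* (0.54) were under it without PBS replicate 3. *TNFRSF4* had an edgeR adjusted p of 0.00965, and of 0.0541 without replicate 3 of IL-17A then LIGHT and 0.0695 without PBS replicate 1 (0.00176 to 0.0695 over the alternatives). Of the 45 transcripts of Fig. 5D, 44 were upregulated and 35 had a positive interaction.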

Pathway analyses of the total 1,292 and 1,427 transcripts upregulated in LIGHT stimulated IL-13 or IL-17 pre-exposed cells further showed that they included many genes controlling cell cycle and division (e.g. *AURKA*, *AURKB*, *MCM4*, *MCM6*, *CCNB2*, *CCNE1*), similar to fibroblasts stimulated simultaneously with LIGHT and these cytokines (see Fig. 2), as well as some genes linked to antigen processing and presentation or cell migration, and various immune molecules linked to inflammatory pathways (Table S10). Thus, in addition to acting at the same time as LIGHT, IL-13 and IL-17 can act in combination by priming fibroblasts prior to LIGHT signals to also lead to inflammatory fibroblast phenotypes.

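All 97 genes of the cell cycle list were higher with LIGHT after IL-13 than with PBS, and all 97 after IL-17A, with median log2 fold changes of 0.96 and 0.79 against 0.48 with LIGHT in control cultures. Of the list, 79 were upregulated after IL-13, 75 after IL-17A and 30 in control cultures, the same numbers when adjusted over the list alone (fry adjusted p = 1.05e-08, 1.37e-08 and 6.99e-06). Compared with LIGHT in control cultures, 22 were upregulated after IL-13 and 23 after IL-17A. *MCM4* (ENSG00000104738.16, chromosome 8, 47960185 to 47978160 on GRCh38) rose from 64 ± 1.79 CPM to 126 ± 12.1 after IL-13 and 129 ± 3.62 after IL-17A (n = 3 each; log2 fold changes 0.98 and 1.01, edgeR adjusted p = 2.6e-19 and 5.83e-20). *AURKA*, *AURKB*, *MCM6*, *CCNB2* and *CCNE1* were also upregulated after IL-13, by log2 fold changes of 0.74 to 1.2. After IL-17A, *AURKA* (0.45, edgeR adjusted p = 2.94e-06) and *CCNB2* (0.43, edgeR adjusted p = 0.0139) stayed under 1.5-fold. *AURKA* shares 16.2% of its 31-base sequences with *RAB3GAP2* and other genes.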

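Synergy at 96 h, by the same margin of 20% above the sum, was found for 97 transcripts after IL-13 and 138 after IL-17A, and 55 and 102 of these had a positive interaction by edgeR. Simulations with multiplied folds gave medians of 5 (3 to 11) and 6 (1 to 9). Counts and simulations take the LIGHT response of the control cultures as measured. An atypically weak response there, which was not excluded, would lower the sum and raise the counts. The interactions with prior IL-13 and prior IL-17A had a Pearson correlation of 0.751 across genes, where the libraries they share gave 0.495 (0.472 to 0.518) in simulations, and 1658 genes were positive in each, 1378 negative in each and 2 opposite. The paper reasons from the larger number of transcripts upregulated by LIGHT after either cytokine, and from the few left by the cytokine in isolation (Fig. 5), and concludes that IL-13 and IL-17 can prime fibroblasts for LIGHT signals.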

### Gene transcripts upregulated by LIGHT, IL-13, and IL-17 are represented in defined fibroblast transcriptional clusters from the lungs of patients with ILD

Several groups have to date studied fibroblast heterogeneity in disease tissue using single-cell RNA-seq analysis. Korsunsky et al.^4^ integrated different single-cell RNA-seq datasets from 4 tissues (salivary gland, lung, intestine, synovium) from 4 human diseases (Sjogren’s syndrome, ILD, ulcerative colitis, and rheumatoid arthritis) into a multitissue atlas to understand if shared phenotypes in fibroblasts exist, and in doing so defined 14 different transcriptional profiles (clusters 0–13) across these tissues and diseases. To then attempt to relate our in vitro findings to human lung disease, we analyzed Korsunsky et al.’s transcriptional clusters defined in lung fibroblasts from patients with ILD.

We first asked if the receptors for LIGHT, IL-13, or IL-17 were uniformly expressed across fibroblast clusters and if transcripts for any of these cytokines were also present given a prior report suggested that LIGHT might be transcribed in some fibroblasts. Although all fibroblasts are capable of expressing membrane LTβR and HVEM (TNFRSF14), and the receptors for IL-13 and IL-17, differential messenger RNA (mRNA) expression was seen. Interestingly, cluster 12 from Korsunsky et al.’s analysis of lung fibroblasts in ILD^4^ showed the strongest expression of *LTBR* and cluster 11 strongest expression of *TNFRSF14* (Fig. 6A). *IL4R* and *IL17RC* were also strongly represented in cluster 12 compared with most other clusters. Uniform expression of *IL13* and *IL17A* mRNA was seen in a small percentage of all clusters, whereas *TNFSF14* (LIGHT) mRNA was more evident in clusters 12, 11, and 8.

**Figure 6.**
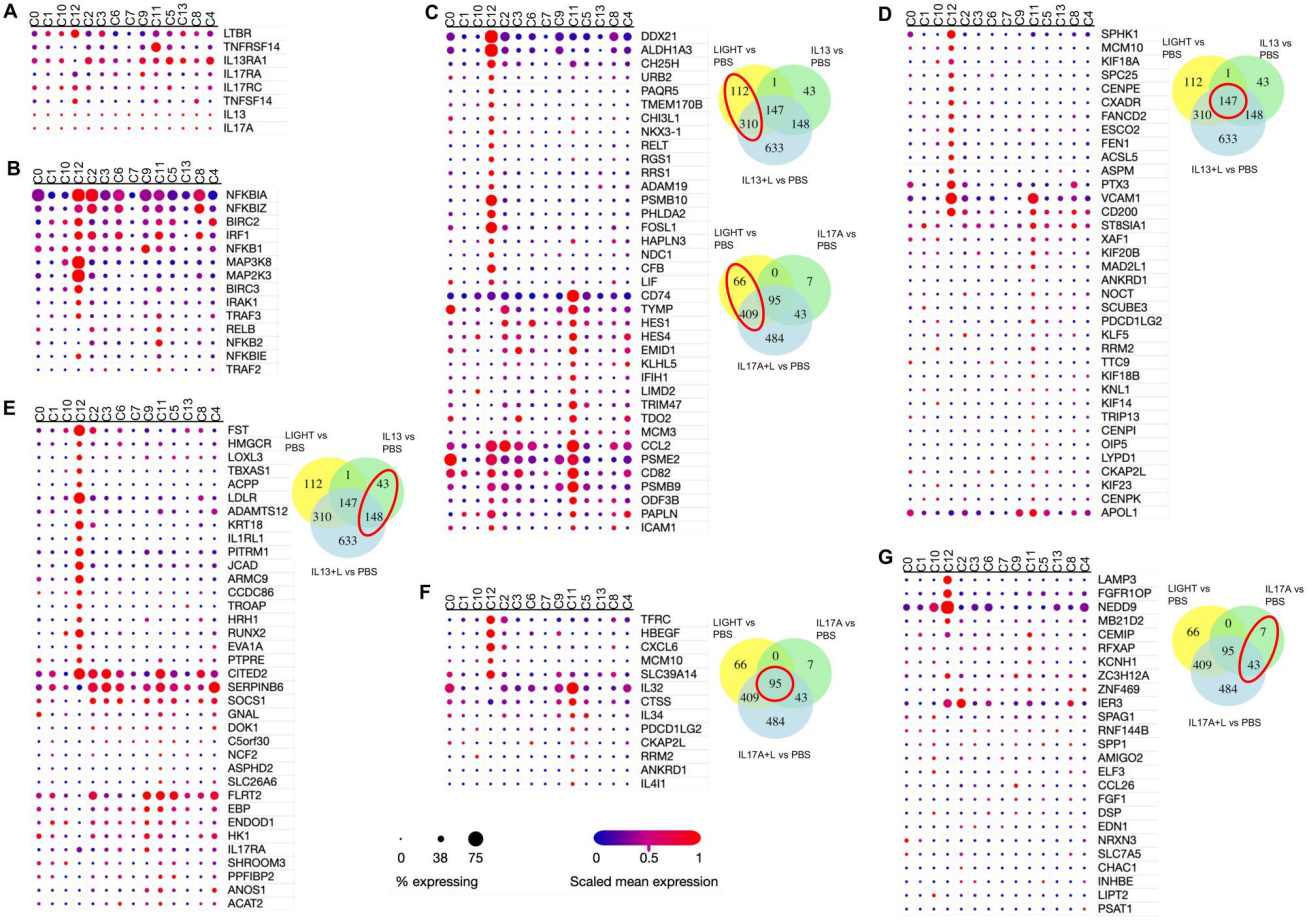
Gene transcripts upregulated by LIGHT, IL-13, and IL-17 are represented in lung fibroblast clusters from ILD. Fourteen different transcriptional profiles (clusters 0–13) from lung ILD fibroblasts, defined by Korsunsky et al.,^4^ were assessed: for gene transcripts of *LIGHT*, *IL13*, or *IL17* or their receptors (A) or for gene transcripts upregulated in HPFs associated with LIGHT signaling (B); or for other gene transcripts upregulated in healthy pulmonary fibroblasts by LIGHT alone (C), LIGHT alone shared with IL-13 alone (D), IL-13 alone (E), LIGHT alone shared with IL-17 alone (F), and IL-17 alone (G), taken from data in Fig. 2 and found in red circles of Venn diagrams. Dot plots show scaled mean expression (blue to red color) integrated with percentage of cells expressing each transcript (size of dots).

We next asked if the clusters displayed evidence of LIGHT receptor signaling, either alone or in combination with IL-13 or IL-17. 

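With LIGHT for 24 h, 11 of the 14 transcripts of Fig. 6B were upregulated against PBS in the HPF libraries, and for all 14 every LIGHT library was above every PBS library. *NFKBIA* (ENSG00000100906.10, chromosome 14, 35401079 to 35404749 on GRCh38) rose from 29.3 ± 1.66 to 131 ± 6.34 CPM (n = 3 each; log2 fold change 2.16, standard error 0.06, edgeR adjusted p = 3.22e-19), and *RELB* (ENSG00000104856.13, chromosome 19, 45001461 to 45038192) from 10.1 ± 0.491 to 39.5 ± 1.82 CPM (log2 fold change 1.96, standard error 0.07, edgeR adjusted p = 2.05e-17). *BIRC3* had the largest log2 fold change, 4.85 (standard error 0.29, edgeR adjusted p = 8.11e-09), followed by *NFKBIE* (2.25, standard error 0.09, edgeR adjusted p = 7.92e-16). *NFKB2*, *TRAF3*, *IRF1*, *TRAF2* and *NFKB1* were also upregulated, by 0.72 to 1.87. *MAP3K8* rose by 1.31 (edgeR adjusted p = 0.00798, and 0.0011 to 0.0612 over the alternatives, the highest without PBS replicate 3). *NFKBIZ* rose by 0.59 (edgeR adjusted p = 0.0105), close to 1.5-fold; it was under it with DESeq2 (just under), a minimum of 10 counts in every library (0.57), only the groups compared (0.58), without PBS replicate 1 (0.54) and without LIGHT replicate 3 (0.51, edgeR adjusted p = 0.0522, in a range of 2.98e-06 to 0.0522 over the alternatives). *BIRC2*, *MAP2K3* and *IRAK1* rose by 0.56, 0.41 and 0.30 on the log2 scale (edgeR adjusted p = 3.72e-09, 1.33e-05 and 0.00166), under 1.5-fold; *BIRC2* was past it, at 0.60, without PBS replicate 1 or without LIGHT replicate 1. The clusters of single lung fibroblasts were not analysed here.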

Although signaling from LIGHT’s receptors is largely regulated by phosphorylation or ubiquitination events, LIGHT can upregulate the transcription of components of its signaling pathways, particularly molecules involved in NF-κB and MAPK pathways (shown in Fig. 6B; see Tables S1, S3, S5, and S9). Interestingly, a number of these transcripts were strongly expressed in cluster 12 from the analysis of lung fibroblasts in ILD, and to a lesser extent in cluster 11 (Fig. 6B), correlating with *LTBR* and *TNFRSF14* expression. Some of the transcripts were highly expressed in other clusters but without an obvious signature, implying that clusters 12 and 11 might have specifically been influenced by LIGHT with IL-13 or IL-17.

We then asked whether the transcriptional clusters displayed evidence of signatures of other genes that can be induced by LIGHT, IL-13, or IL-17 alone, or the combination of LIGHT with either IL-13 or IL-17, taken from data shown in the Venn diagrams in Fig. 2. LIGHT stimulation alone, or in combination with IL-13 or IL-17 (Fig. 6C, circled genes in Venn diagrams), upregulated the expression of several transcripts that were again represented primarily in clusters 11 and 12 from Korsunsky et al.’s integrated analysis of ILD lung fibroblasts.^4^ These included genes involved in metabolic processes, cytokine signaling pathways, general inflammatory responses, antigen presentation, and chemotaxis (*CHI3L1*, *ALDH1A3*, *ADAM19*, *LIF*, *CFB*, *RELT*, *RGS1*, *NDC1*, *ICAM1*, *CCL2*, *CXCL1*, *CD74*, *CD82*, *PSMB9*, *DDX21*, *PHLDA2*, *CH25H*) (Fig. 6C).

Transcripts that were upregulated by LIGHT alone as well as by IL-13 alone, and their combination (out of 147, circled), also were more strongly represented within clusters 11 and 12 of the Korsunsky et al. analysis.^4^ These included transcripts associated with inflammatory responses, cell cycle, and others (*SPHK1*, *VCAM1*, *CD200*, *MCM10*, *KIF18A*, *KIF20B*, *CENPE*, *CXADR*, *SCUBE3*, and *PDCD1LG2*) (Fig 6D). From transcripts upregulated by IL-13 alone or in combination with LIGHT (circled, Fig. 6E), a number encoding inflammatory regulatory molecules additionally were associated with ILD fibroblast cluster 12 and to an extent cluster 11, such as *FST*, *LOXL3*, *LDLR*, *ADAMTS12*, *IL1RL1*, *CITED2*, *IL17RA*, and *SERPINB6*, although several transcripts were also expressed in other ILD clusters. A few inflammatory transcripts that were upregulated by LIGHT alone, as well as IL-17 alone, and their combination (out of 95, circled), also were largely found within clusters 11 and 12, including *CXCL6*, *MCM10*, *IL32*, *IL34*, and *PDCD1LG2* (Fig. 6F). Furthermore, from transcripts upregulated by IL-17 alone or in combination with LIGHT (circled, Fig. 6G), several were also strongly expressed in ILD fibroblast cluster 12, such as *LAMP3*, *FGFR1OP*, and *NEDD9.*

Of the transcripts uniquely upregulated only by the combinations of LIGHT with IL-13 or IL-17 (633 and 484, respectively) (Fig. 2A, C), those common to both datasets that were associated with DNA replication, cell cycle, and cell proliferation were found in fibroblast clusters 11 and 12 but were also broadly expressed in additional clusters as might be expected for genes involved in cell division (Fig. S1).

However, other transcripts not associated with cell division, that were only upregulated by the combination of LIGHT and IL-13 or LIGHT and IL-17, showed a more biased association with cluster 12 in particular as well as cluster 11 to a lesser extent (Fig. 7A, 7B). In the transcripts driven by LIGHT with IL-13 (Fig. 7A), these included genes linked to cytokine signaling, cytokine metabolic processes, kinase activity, stress response, antigen presentation, and ribosome biogenesis (*EGR2*, *TNFRSF12A*, *SERPINB8*, *EHD1*, *USP1*, *OTUD4*, *C1QTNF1*, *CKS2*, *NGF*, *BRIP1*, *PPIF*, *CYCS*, *UTP4*, *NOP16*, *RRP9*, *NIP7*, *UTP15*, *LTV1*, *SRFBP1*, *PPAN*, *CCL7*, *ITGA6*, *TAP2*, and others). Of the 41 transcripts that were synergistically upregulated by the combination of LIGHT with IL-13 (Fig. 3), some, such as *CCL2*, *CH25H*, *IL1RL1*, *EGR2*, *RGS4*, and *IL32*, were strongly expressed in ILD fibroblast clusters 11 or 12, whereas others were randomly expressed in alternate clusters (Fig. S2A).

**Figure 7.**
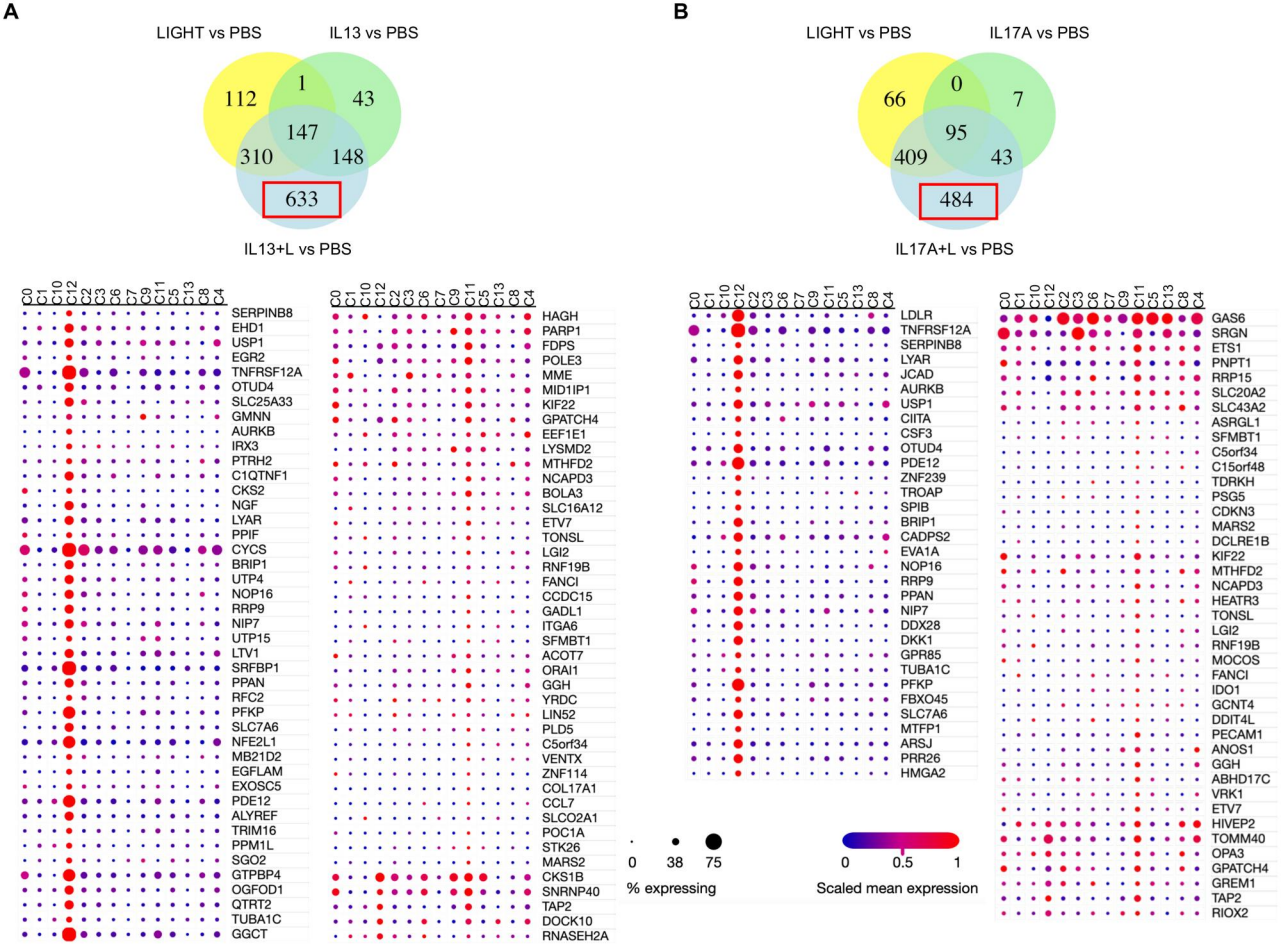
Gene transcripts upregulated by LIGHT in combination with IL-13 or IL-17 represented in lung fibroblast clusters from ILD. Fourteen different transcriptional profiles (clusters 0–13) from lung ILD fibroblasts, defined by Korsunsky et al.,^4^ were assessed for expression of gene transcripts uniquely upregulated in healthy pulmonary fibroblasts by LIGHT in combination with IL-13 (A), and LIGHT in combination with IL-17 (C), taken from data in Fig. 2 and marked in red in Venn diagrams. Dot plots show scaled mean expression (blue to red color) integrated with percentage of cells expressing each transcript (size of dots).

Similarly, genes upregulated only by LIGHT with IL-17 that showed some association with clusters 11 and 12 also were the same genes or related to the same processes, and included *LDLR*, *TNFRSF12A*, *SERPINB8*, *CIITA*, *CSF3*, *DDX28*, *GAS6*, *ETS1*, and *TAP2* (Fig. 7B). Of the 22 transcripts that were synergistically upregulated by the combination of LIGHT with IL-17 (Fig. 4), again some, such as *C3*, *BIRC3*, *CXCL1*, *CXCL6*, and *CSF3*, were strongly expressed in ILD fibroblast clusters 12 or 11, but other transcripts were not associated with these clusters in a more biased manner (Fig. S2B).

In summary, these results show that although the total upregulated transcripts induced by LIGHT, IL-13, IL-17, or their combinations in healthy lung fibroblasts do not associate directly with any one transcriptional phenotype seen in lung fibroblasts from ILD patients, there are signatures of the activities of these cytokines, either alone or in combination, that can be found specifically in several ILD fibroblast subtypes.

## Discussion

Fibroblasts are present in all tissues, with some having specialized phenotypes and activation states related to performing specific functions in maintaining tissue architecture and tissue development, or wound healing. However, the proliferation of studies utilizing single-cell RNA-seq has revealed multiple potential differentiation states of fibroblasts defined by transcriptional signatures, and some of these include genes linked to immune cell and inflammatory activity that could be relevant for immune-mediated diseases.^4^^,^^24–35^ How these transcriptional states are induced is not clear, but they have been hypothesized to be driven in part by inflammatory cytokines. In this study, we show that 3 cytokines, IL-13, IL-17, and the TNF family molecule LIGHT, can integrate their signals to define or exaggerate these inflammatory transcriptional phenotypes, and by analyzing gene expression in lung fibroblasts from patients with ILD we find evidence of the transcriptional signatures of these cytokines alone or together in subsets of fibroblasts.

LIGHT has been linked to a number of different inflammatory diseases based on mouse models with gene-deficient animals or with blocking studies, as well as observations of its elevated expression in human tissue or fluids.^6^ LIGHT can be expressed principally by activated T cells, including T helper 2 cells that produce IL-13, and T helper 17 cells that produce IL-17, as well as other subtypes of CD4 cells and CD8 cells. Thus, it could be made in the tissues of any disease that involves T cells and could be available to stimulate and shape fibroblast activity. Moreover, LIGHT has the potential to be made by dendritic cells, macrophages, natural killer cells, neutrophils, innate lymphoid cells, and natural killer T cells, creating additional sources for its availability. Interestingly, it has also been found at the RNA level to be upregulated in some fibroblast populations in inflammatory bowel disease,^36^ and we also observed this in our current analysis of ILD fibroblasts, potentially creating a situation where a LIGHT feedback loop could be created to drive a specific fibroblast activity state.

We have published a number of studies suggesting LIGHT can be a strong contributor to lung inflammation and fibrosis, implying a potential relevance to fibroblast activity.^7–10^ Indeed, we initially showed with polymerase chain reaction and protein analyses that it could act on human lung fibroblasts in vitro to induce transcription of several inflammatory molecules, including the adhesion molecules *ICAM1* and *VCAM1*, and chemokines *CCL5*, *CXCL5*, *CXCL11*, and *CXCL12*, that are known to orchestrate infiltration and localization of immune cell populations in tissues.^13^ We furthered this concept with human esophagus fibroblasts, demonstrating with RNA-seq that these and additional inflammatory molecules could be induced by LIGHT.^14^^,^^37^ Our current data now extend this, showing again with RNA-seq that alone LIGHT has very similar transcriptional effects on human lung fibroblasts as we reported with fibroblasts from the esophagus. Moreover, we show that some of the gene targets of LIGHT are shared by IL-13 and/or IL-17, whereas some are unique. Most importantly, we find that LIGHT can cooperate and synergize with both IL-13 and IL-17 to enhance and exacerbate transcriptional phenotypes that relate to proliferation of lung fibroblasts as well as their potential to exhibit inflammatory molecules that could be relevant for several lung diseases, including ILD, idiopathic pulmonary fibrosis, chronic obstructive pulmonary disease, and asthma. Elevated expression of LIGHT or its receptors has been found in one or several of these diseases,^38–44^ as has elevated expression of IL-13 or IL-17.^45–50^ The cooperative action of LIGHT together with IL-13 or IL-17 manifested as a synergistic activity in promoting greater levels of transcription of genes such as those encoding CCL and CXCL chemokines, as well as prior exposure to either IL-13 or IL-17 leading to enhanced transcription of additional genes upon stimulation by LIGHT. The latter again included several inflammatory factors including chemokines, cytokines, cytokine receptors, and costimulatory molecules in the TNF receptor family. Moreover, prior exposure to IL-13 or IL-17 followed by LIGHT also upregulated transcription of a number of collagen isoforms. All of these activities in lung fibroblasts, if converted to enhanced protein expression, could then contribute to airway inflammation and inflammation-linked lung fibrosis.

Our analysis has limitations in being centered around three cytokines and their individual or combined transcriptional action on healthy fibroblasts in vitro. However, we provide some evidence of the potential relevance to human lung disease in finding transcriptional signatures of part of the action of all 3 cytokines alone, and in combination, primarily in 2 fibroblast clusters from patients with ILD. Pulmonary fibroblasts have been discussed as being central to pathogenesis of ILD and their crosstalk with immune cells including T cells might be important for disease progression.^1^^,^^51^^,^^52^ Unsurprisingly, all of the gene transcripts upregulated in our in vitro cultures were not represented entirely in any one fibroblast transcriptional phenotype from ILD patients. This is likely because any phenotype found in a tissue in humans is a product of the tissue environment, as well as multiple stimuli and differentiation events that can occur over a long period of time, and simplistic in vitro systems will never reproduce these signals exactly. However, the fact that we found gene signatures in ILD fibroblasts of a number of the transcripts upregulated in the cultures suggests that the in vitro stimulation conditions may mimic some of the signaling activities that shape disease-associated fibroblasts. Furthermore, as these transcriptional signatures were largely confined to 2 out of 14 fibroblast clusters, this suggests that the associations were not purely random and further reinforces the notion that LIGHT, IL-13, or IL-17 alone or in combination could be involved in driving fibroblast transcriptional states seen in patients with lung disease.

In summary, we provide evidence of the potential relevance of LIGHT, IL-13, and IL-17 action in shaping pulmonary fibroblast differentiation events that could occur in inflammatory and fibrosing diseases of the lungs. The ability of diverse cytokines from different protein families to synergize and cooperate together may be important for promoting the crosstalk between immune cells and these tissue resident structural cells that both amplifies and maintains tissue inflammation.

## Supplementary Material

vlaf042_Supplementary_Data

## Data Availability

Sequencing data generated in this study have been deposited in Gene Expression Omnibus and are available with the primary accession code GSE295622 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE295622). All the raw data associated with the manuscript are available in the supplementary file.

# Supplementary material for: LIGHT in combination with IL-13 or IL-17 drives inflammatory transcriptional signatures in human pulmonary fibroblasts relevant for human lung disease
**Source:** Immunohorizons. 2025 Sep 17;9(10):vlaf042. doi: 10.1093/immhor/vlaf042
**Supplement:** vlaf042_Supplementary_Data

### A DNA Replication

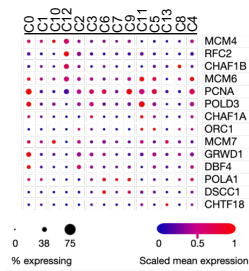

### B Cell cycle/ Cell division

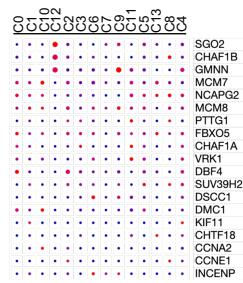

### C Cell Proliferation

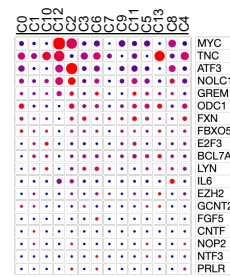

**Supplementary Figure 1. Gene transcripts synergistically upregulated by LIGHT in combination with IL-13 or IL-17 represented in lung fibroblast clusters from ILD.** 14 different transcriptional profiles (clusters 0-13) from lung ILD fibroblasts, defined by Korsunsky et al, were assessed for expression of overlapping gene transcripts uniquely upregulated in healthy pulmonary fibroblasts by LIGHT in combination with IL-13, and LIGHT in combination with IL-17, defined by pathway analysis as involved in DNA replication, cell cycle, and cell proliferation, taken from data in Fig. 2.

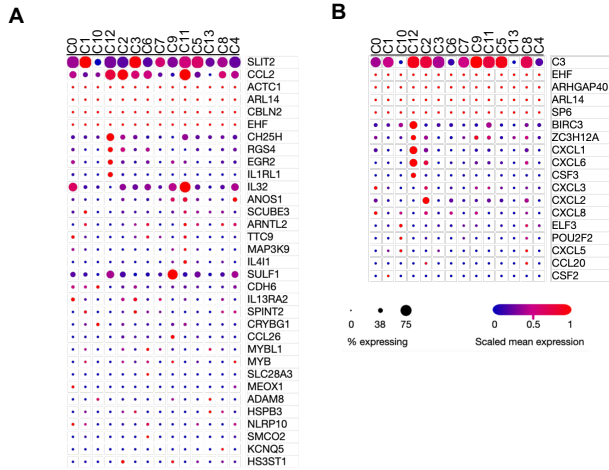

**Supplementary Figure 2. Gene transcripts synergistically upregulated by LIGHT in combination with IL-13 or IL-17 represented in lung fibroblast clusters from ILD.** 14 different transcriptional profiles (clusters 0-13) from lung ILD fibroblasts, defined by Korsunsky et al, were assessed for expression of gene transcripts synergistically upregulated in healthy pulmonary fibroblasts by: **(A)** LIGHT in combination with IL-13. Note, 8 of the genes were not represented in Korsunsky's dataset; and **(B)** LIGHT in combination with IL-17. Note, 4 of the genes were not represented in Korsunsky's dataset. Gene sets taken from data in Fig. 3 and 4, respectively.

Table S1. Gene transcripts upregulated by LIGHT, IL-13, and IL-17 in human pulmonary fibroblasts, associated with Fig. 1A.

Table S2. Pathway enrichment analysis for transcripts upregulated by LIGHT, IL-13, and IL-17 in human pulmonary fibroblasts, associated with Fig. 1C-G.

**Table S3. Gene transcripts upregulated by LIGHT, IL-13, and LIGHT with IL-13, in human pulmonary fibroblasts, associated with Fig. 2A.**

Table S4. Pathway analysis for 633 unique transcripts upregulated by LIGHT with IL-13 in human pulmonary fibroblasts, associated with Fig. 2B-C.

[illegible]

Table S5. Gene transcripts upregulated by LIGHT, IL-17, and LIGHT with IL-17, in human pulmonary fibroblasts, associated with Fig. 2D.

Table S6. Pathway analysis for 484 unique transcripts upregulated by LIGHT with IL-17 in human pulmonary fibroblasts, associated with Fig. 2E-F.

**Table S7. Pathway analysis for synergistically upregulated transcripts induced by LIGHT with IL-13 in human pulmonary fibroblasts, associated with Fig. 3C-D.**

Table S8. Pathway analysis for synergistically upregulated transcripts induced by LIGHT with IL-17 in human pulmonary fibroblasts, associated with Fig. 4C-D.

Table S9. Gene transcripts upregulated after LIGHT stimulation in PBS, IL-13, or IL-17 pre-exposed human pulmonary fibroblasts, associated with Fig. 5.

Table S10. Pathway analysis for 1292 and 1427 upregulated transcripts induced after stimulation with LIGHT in IL-13 or IL-17 pre-exposed human pulmonary fibroblasts, associated with Fig. 5.

How the deposited data were processed for this re-analysis (not part of the article)

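Bulk RNA-seq libraries of human pulmonary fibroblasts of a single cell line were analysed from 12 treatments in 2 experiments of 6 treatments each. In the first, the cultures received PBS, LIGHT, IL-13, IL-17A, or LIGHT together with IL-13 or IL-17A for 24 h. In the second, they received PBS, IL-13 or IL-17A for 72 h and then LIGHT or PBS for 24 h. The samples listed number 36, with 3 replicates for each treatment. Of these, 35 libraries were analysed. Replicate 1 of IL-17A at 24 h was not analysed here, which leaves 2 for that group, and no library was left out for its values. No column of the counts was without a sample.

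The authors made the deposited values, counts of reads per gene, from paired-end poly(A) libraries. They filtered reads of tRNA, rRNA, adapters and spike-ins, and aligned the rest with STAR 2.6.1 to GRCh38 with GENCODE 27. They removed low-complexity reads with PRINSEQ Lite 0.20.3 (DUST score above 4). They counted reads with featureCounts 1.6.5, with default options and a minimum quality of 10. The values are whole numbers and are not normalized, and genes with 0 in every library are still listed. The authors computed their own differential expression with DESeq2 1.24.0, whose results were not used here as input.

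Depth differed little between the treatments. The libraries held 26541622 to 36955280 counts at 24 h and 19308634 to 32719430 at 96 h. A gene was tested when edgeR's filterByExpr kept it for the groups of its experiment, which left 17588 genes at 24 h and 16521 at 96 h. TMM factors ran from 0.9865 to 1.026 and from 0.9733 to 1.032. The median log2 fold change over all genes lay between -0.03 and 0.0074 in the comparisons with PBS. At most 3 counts in every library of a group was taken as the floor. A fold against such a group was computed against the floor and is given as a lower bound.

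The libraries of each experiment were fitted together, with a coefficient for each treatment, in edgeR 4.0.16 under R 4.3.3. Dispersions came from estimateDisp, and quasi-likelihood F tests from glmQLFit with robust estimation. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A transcript was taken as changed when the fold change was above 1.5 in either direction and the adjusted p was under 0.05. The standard error of a log2 fold change is its size divided by the square root of F. Each treatment was compared with the PBS group of its experiment, and each combination with its single cytokines. The interaction is the log2 level of the combination, minus that of LIGHT, minus that of the cytokine, plus that of PBS. Fold changes for the calls were fitted with a prior count of 0.125 and those for synergy with a prior count of 2. Means and SDs are of TMM-normalized counts relative to library size, given as CPM.

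A transcript was counted as synergistic when the combination upregulated it and its fold change exceeded 1.2 times the sum of the single fold changes. That is a margin of 20%, as in the study. For comparison, counts were simulated 20 times with single-cytokine changes that add, and 20 times with folds that multiply. The correlations of comparisons that share libraries were simulated 20 times with no effect.

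Cell division was measured with the list of 97 S and G2/M genes that the Seurat package distributes. It was tested with limma 3.58.1 by camera with a preset correlation of 0.01, by fry, and by camera with the correlation estimated from the data, over 14 comparisons. The gene sets and the pathway tools of the study were not used here, and its single-cell data were not analysed here.

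The genes named are those that the results text or Figs. 1B, 2C, 2F, 3A, 4A, 5B, 5D and 6B name, as far as each passage needs them. For each comparison with PBS, the 2 largest rises and the 2 largest falls also qualify. These are taken among changed transcripts with a mean of at least 1 CPM and no overlap between the treated and PBS libraries. Positions are those of GENCODE 44 on GRCh38. The share of a gene's 31-base sequences that occur in other genes, and overlap of its exons with other genes, were computed with Python 3.11.15.

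The procedure was tested on simulated data with the gene means, library sizes and dispersions of these libraries and 200 changed genes for each combination. It recovered 154 of the 200 for LIGHT with IL-13 and 152 for LIGHT with IL-17A. For LIGHT after IL-13 it recovered 175, and after IL-17A 177. None was called in the wrong direction, and 1 to 4 unchanged genes were called. Of 100 simulated interactions, 65, 63, 82 and 81 were recovered, with 3 to 6 false calls. All 25 simulated synergistic transcripts were found, with at most 1 false call. A list of unchanged genes had camera p-values between 0.0948 and 0.941 and fry p-values between 0.0398 and 0.897, the lowest for LIGHT after IL-13. Its genes were drawn independently of each other. The check therefore does not test camera's preset where list genes are correlated, as those of the cell cycle list are.

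The alternatives were DESeq2 1.42.0 with and without shrunken fold changes, median-of-ratios normalization in edgeR, an adjusted p under 0.1 as in the study's methods, and no filter on low counts. Others were a minimum of 10 counts in every library, all 35 libraries in a single fit, only the libraries of the groups compared, and other prior counts. A replicate block and a test against the 1.5-fold threshold (glmTreat) were also tried. For synergy, they were a margin of 50%, the PBS level counted once, and an interaction test. For the list, they were the 43 S genes or 54 G2/M genes alone, fry and the estimated correlation. Each library of the groups compared was also left out in turn. Leaving out libraries of groups that a result does not compare was added after the results were seen, and ranges over the alternatives do not include these fits. Tests of explanations that were chosen after the results were seen are named where they are given. The comparisons, the tests of those comparisons, the thresholds, all other alternatives and the rule for named genes were chosen before the data were examined.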

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

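The tests of normalization, of the libraries that the interactions at 96 h share, of residual cytokine activity, of fewer IL-17A libraries and of IL-13 replicate 1 were chosen only after the result was seen.

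The paper reports upregulated transcripts, and downregulated ones were also found. Against PBS at 24 h, LIGHT downregulated 324 transcripts, IL-13 237, IL-17A 23, IL-13 with LIGHT 1636 and IL-17A with LIGHT 880. At 96 h the numbers were 553 with LIGHT in control cultures, 39 with IL-13, 24 with IL-17A, 1563 with LIGHT after IL-13 and 1800 with LIGHT after IL-17A. Technical explanations were tested for the largest count of each experiment. Median-of-ratios normalization gave 1641 for IL-13 with LIGHT and 1723 for LIGHT after IL-17A. After all libraries were thinned to the smallest, 89.5% and 82.7% of the calls were still made. Without the 100 most abundant genes, 99% and 99.3% were, and with offsets for trends in GC content and gene length 87.4% and 84.5%. These values argue against library depth, a few abundant genes, and GC content and gene length as the whole cause. Median-of-ratios normalization, like TMM, takes most genes as unchanged. Its counts show only that the choice between these methods matters little, and normalization as a cause stays open. Splitting the 6 libraries of a comparison in other ways, with no other libraries in the fit, gave no calls, so 1 of the 10 splits, the real one, gave as many. With 3 libraries against 3 that share is never under 0.1, and IL-17A at 24 h, with 2 libraries, was not split. A decrease of these transcripts under the cytokines remains as a hypothesis, and what brings it about was not tested.

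The effect of LIGHT depended on the cytokine given before it. At 96 h, the interaction was positive for 1994 genes and negative for 1627 with IL-13, and positive for 3564 and negative for 3181 with IL-17A. Median-of-ratios normalization gave totals of 3649 and 6739. After thinning, 79.5% and 87.1% of the interactions were still called, and without the most abundant genes 98.9% and 99.1%. With offsets for GC content and gene length, 82.3% and 55.8% were, so such trends may contribute to part of those with IL-17A, where 5239 were then called and 3764 were shared. With only the 12 libraries of a test in the fit, the interactions numbered 3414 with IL-13 and 6798 with IL-17A, and assigning these libraries to 4 groups of 3 at random gave as many in 1 of 100 assignments for each cytokine, the real one. The other assignments mix treated and control libraries and so carry treatment effects, up to 3281 and 3464 interactions. The libraries that both interactions share gave correlations up to 0.518 in simulations without effects, less than the 0.751 observed. The spread between replicates in shared libraries thus does not alone account for the likeness of the interactions. An atypical response of the PBS then LIGHT group, which both interactions also share, was not simulated. A rise in the RNA of a LIGHT receptor was not seen in the cultures given PBS for 24 h after the cytokine. Receptor protein, and receptor RNA at the time LIGHT was added, were not measured. After IL-13, *LTBR* had a log2 fold change of -0.095 and *TNFRSF14* one of -0.12 (edgeR adjusted p = 0.181 and 0.541). After IL-17A, these were 0.086 and 0.14 (edgeR adjusted p = 0.169 and 0.341).

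An atypical response of the PBS then LIGHT group stays open for these interactions. Replicate 3 of that group had a chi-square per degree of freedom of 7.73 against replicate 1 and 10.1 against replicate 2. The other pairs of replicates at 96 h had 2.08 to 5.23. The LIGHT effect in the PBS then LIGHT group had a correlation of 0.404 with the LIGHT effect at 24 h. In cultures given IL-13 or IL-17A before, the correlations were 0.617 and 0.613. The value of 0.404 was 0.047 without the filter on low counts and 0.461 with at least 10 counts in every library. The comparison of these correlations is given for the main settings only. A weaker LIGHT response of the control cultures could give the lower correlation. A larger LIGHT response after the cytokines, which the paper proposes, would also raise the correlations. Over the 1122 transcripts that LIGHT changed in control cultures, slopes of the LIGHT effect after the cytokine on that in control cultures were 0.909 for IL-13 and 0.891 for IL-17A. A larger change was found for 52.9% and 45.6%. Either explanation would raise these values, but choosing transcripts by their change in control cultures lowers them. No value here thus separates the 2.

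At 24 h interactions were few. With IL-13, 22 were positive and 70 negative. With IL-17A, 0 were positive and 2 negative, where 302 and 410 had an unadjusted p under 0.05. With only the 12 libraries in the fit, interactions with IL-13 numbered 27, and 5 of 100 assignments of these libraries gave as many as that, up to 4209 where treated and control libraries were mixed. The technical explanations tested were these. Fewer IL-17A libraries: without 1 of its IL-17A libraries, the 96-h experiment still gave 6221 interactions at least. IL-13 24 h replicate 1: without it, the number with IL-13 was 214, more than with it but far under that at 96 h, and that with IL-17A was 3 positive and 13 negative. A larger spread between replicates at 24 h: counts simulated with it left 74.7% of the interactions of the 96-h experiment. These values argue against each as the whole cause. The experiments also differ in doses, duration, order of stimulation and sequencing batch, and which of these matters was not tested.

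LIGHT itself acted differently in the 2 experiments. Among 18239 genes and with all 35 libraries in a single fit, its effect was higher at 96 h for 1026 genes and lower for 1629 (edgeR interaction test). Library depth does not account for this: after thinning, 79.8% of the differences were still called. The batch of sequencing is confounded with the experiment, so that experiment and sequencing batch cannot be told apart for these 2655 genes.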

How the results depend on the processing

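Leaving out libraries of groups that a result does not compare was chosen only after the result was seen, and no other alternative named here was. Of 67 summary results (counts, list medians and a correlation), 7 were within their limits under every other alternative. Over all other alternatives there were 1200 values, of which 1032 stayed on the same side or within 1.5 times, 17 no longer passed the threshold, 151 moved and 0 reversed. Median-of-ratios normalization, the replicate block and other prior counts moved no count by more than 1.5 times, and the block changed 6 calls of named genes at 24 h. *NOG* and *KCNK3* with IL-17A, *FOSB* with IL-13 and *ACTC1* with IL-13 and LIGHT then had an adjusted p of 0.0554, 0.0723, 0.0689 and 0.0558, *TNFSF4* with IL-17A was at 0.583, just under 1.5-fold, and *CCNE2* with IL-13 passed (adjusted p = 0.0228). For the changes given here the cause was not tested, except where a setting by its construction uses a stricter or looser threshold or fewer libraries.

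The glmTreat test against 1.5-fold is stricter by construction. It left, up and down against PBS, 169 and 18 transcripts for LIGHT (595 and 324 by the plain test), 83 and 33 for IL-13 (338 and 237), 9 and 0 for IL-17A (69 and 23), 676 and 453 for IL-13 with LIGHT (1291 and 1636) and 442 and 171 for IL-17A with LIGHT (1044 and 880). At 96 h it left 152 and 206 for LIGHT (569 and 553), 0 and 0 for IL-13 (39 and 39), 2 and 0 for IL-17A (25 and 24), 813 and 618 for LIGHT after IL-13 (1404 and 1563) and 872 and 725 after IL-17A (1491 and 1800). At an unadjusted p under 0.05, 233 transcripts were downregulated by IL-17A at 24 h, 142 and 112 were up and down with IL-13 at 96 h, and 114 down with IL-17A. Against LIGHT alone it left 133 and 152 for IL-13 with LIGHT (461 and 569), 14 and 2 for IL-17A with LIGHT (85 and 95), 135 and 86 for LIGHT after IL-13 (586 and 762) and 257 and 169 after IL-17A (807 and 1044). Against the cytokine alone, it left 222 and 99 (672 and 772), 127 and 21 (533 and 322), 581 and 540 (1136 and 1459) and 797 and 685 (1439 and 1742) in the same order. The transcripts upregulated by IL-17A with LIGHT only fell from 502 to 280. The share of upregulated transcripts among the changed ones also rose by more than 10 points, for LIGHT from 64.7% to 90.4%, IL-13 58.8% to 71.6%, IL-17A 75% to 100%, IL-13 with LIGHT 44.1% to 59.9%, IL-17A with LIGHT 54.3% to 72.1% and IL-17A at 96 h 51% to 100%. In direct comparisons, it rose from 47.2% to 87.5%, 46.5% to 69.2%, 62.3% to 85.8%, 43.5% to 61.1% and 43.6% to 60.3%.

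DESeq2's shrunken fold changes, smaller by construction, left 159 transcripts downregulated by LIGHT, 146 by IL-13, 926 by IL-13 with LIGHT and 464 by IL-17A with LIGHT. At 96 h they left 15 up and 11 down for IL-13, and 3 and 0 for IL-17A. Lower than with LIGHT alone were 324 for IL-13 with LIGHT, 54 for IL-17A with LIGHT, 432 for LIGHT after IL-13 and 594 after IL-17A. Lower than with the cytokine alone were 371 for IL-13 with LIGHT, at 57.2% upregulated against 46.5%, and 182 for IL-17A with LIGHT. Synergistic transcripts numbered 21, 11, 45 and 80, against 42, 24, 97 and 138. DESeq2 without shrinkage gave 24 up and 23 down for IL-13 at 96 h, and 4 and 1 for IL-17A, so 80% of the latter were up. For the interactions at 24 h, both forms of DESeq2 gave 106 negative with IL-13 (70 by edgeR), and 1 positive and 8 negative with IL-17A (0 and 2, with 302 and 410 at an unadjusted p under 0.05).

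An adjusted p under 0.1 gave 53 downregulated by IL-17A at 24 h, 51 up and 53 down at 96 h, and 5 negative interactions with IL-17A at 24 h. Without the filter on low counts, IL-17A downregulated 40 at 24 h, interactions were positive for 54 and negative for 144 with IL-13 and for 1 and 13 with IL-17A, and the correlation of LIGHT effects between the experiments was 0.047 in place of 0.404. With at least 10 counts in every library, fewer genes were tested. That gave 15 downregulated by IL-17A at 96 h, 19, 7, 46 and 76 synergistic transcripts, and a correlation of 0.461. With all 35 libraries in a single fit, IL-17A changed 123 up and 72 down at 24 h (63.1% up) and 11 and 12 at 96 h, and IL-13 21 and 23 at 96 h. That fit also gave 134 higher and 146 lower with IL-17A and LIGHT than with LIGHT, 38 positive and 135 negative interactions with IL-13 at 24 h, 5 negative with IL-17A, and a correlation of 0.294. With only the libraries of the groups compared, IL-17A changed 118 up and 97 down at 24 h (54.9% up), 147 were lower with IL-17A and LIGHT than with LIGHT, and 496 lower with IL-13 and LIGHT than with IL-13. Interactions were then positive for 10 and negative for 17 with IL-13, and for 17 and 31 with IL-17A.

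For synergy, the PBS level counted once gave 426, 197, 950 and 1073, and a margin of 50% 18, 12, 40 and 72. An interaction test left 4, 0 (12 at an unadjusted p under 0.05) and 55 of the first 3 counts, and 102 of the 138 after IL-17A.

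The cell cycle list passed 0.05 in all 14 comparisons with camera's preset correlation. With the estimated correlation it passed in none (adjusted p from 0.0713 to 0.344, Benjamini-Hochberg, limma). The medians are the same in each test: 0.614 for LIGHT, 0.563 for IL-13, 0.213 for IL-17A, 1.356 for IL-13 with LIGHT, 0.917 for IL-17A with LIGHT, and at 96 h 0.476 for LIGHT, 0.192 for IL-13, 0.097 for IL-17A, 0.959 for LIGHT after IL-13 and 0.794 after IL-17A. Against LIGHT alone they are 0.630, 0.325, 0.450 and 0.369. Under fry, IL-17A at 24 h (0.213, adjusted p = 0.107) and at 96 h (0.097, adjusted p = 0.123) did not pass. The S genes alone had medians from 0.094 to 1.01 and the G2/M genes from 0.10 to 1.69, above 0 in all 14 comparisons.

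Leaving out 1 library of the groups compared at a time moved these results. IL-13 at 24 h downregulated 186 to 485 (485 without its replicate 1), and at 96 h 16 to 32 (16 without PBS replicate 1). IL-17A at 24 h upregulated 30 to 76 and downregulated 8 to 21 (30 and 8 without PBS replicate 1). At 96 h it upregulated 15 to 26 and downregulated 6 to 18 (15 and 6 without PBS replicate 2). IL-17A with LIGHT had 40 to 109 higher and 43 to 81 lower than LIGHT (40 and 43 without LIGHT replicate 1). The IL-13 interaction at 24 h was positive for 11 to 49 and negative for 26 to 177 (49 and 177 without IL-13 replicate 2), and the IL-17A interaction negative for 1 to 2. The list median of IL-17A was 0.180 to 0.236 at 24 h, and 0.032 to 0.154 at 96 h, where it no longer passed (camera adjusted p = 0.168) without IL-17A replicate 1. The correlation of LIGHT effects was 0.366 to 0.404 (0.366 without replicate 2 of LIGHT in control cultures). Leaving out an IL-17A library at 24 h leaves 1, so no counts are given for those fits.

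A library also enters results that do not compare its group, through the genes kept, the normalization and the fitted spread. Leaving out such libraries kept 466 of 474 counts within 1.5 times and 2597 of 2630 values for named genes on their side of the threshold, and 0 reversed. The counts moved most without IL-13 replicate 1 at 24 h. IL-17A then upregulated 134 and downregulated 79, IL-17A with LIGHT had 125 higher and 152 lower than LIGHT, and the IL-17A interaction was positive for 3 and negative for 13. Without other libraries, IL-17A upregulated 51 at least, and the IL-13 interaction was negative for 38 at least. At 96 h, IL-13 downregulated 41 and IL-17A upregulated 29 at most.

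Of 251 results for named genes, 209 kept their side of the threshold under every alternative but these added fits. In the 3409 values, 88 fell short where the result here passed and 27 passed where it did not, and 0 reversed. DESeq2 gave no adjusted p for 9. The replicate numbers do not pair the libraries, since deviations of equal numbers had correlations from -0.0882 to 0.063 at 24 h and from -0.0456 to 0.0595 at 96 h. Depth limits the weakest transcripts. Those with 3 counts or fewer in a group have fold changes as bounds only, and IL-17A at 24 h has 2 libraries, so small changes with it can be missed.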

Differences from the paper's values

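The fits without IL-13 replicate 1 for counts that do not use IL-13 were chosen only after the result was seen. Of 48 values of the paper compared, 12 differ from those here by more than 1.5 times. The other alternatives meant are those set before the data were examined, and no cause is given for a difference.

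The paper counts 145 transcripts upregulated by IL-17 at 24 h, and 69 were counted here. An adjusted p under 0.1 (100), all 35 libraries in a single fit (123), DESeq2 (98), no filter on low counts (97) and only the groups compared (118) came within 1.5 times of the paper. The others did not, and the lowest was 9 with glmTreat. Without IL-13 replicate 1, which is outside this comparison, the count was 134, which is also within 1.5 times of the paper. The paper gives 3 replicates for each treatment, and 2 libraries of IL-17A were analysed here. Of the 145 transcripts listed in the paper's supplement, all 145 were higher with IL-17A here, 59 had an adjusted p under 0.05 (edgeR, Benjamini-Hochberg) and 57 (39.3%) were upregulated. For all 3 cytokines together, the paper counts 54 and 14 were counted here. None of the alternatives closed the gap (0 to 31), apart from the fit without IL-13 replicate 1, which gave 43. The paper counts 14 shared by IL-13 and IL-17 only, and 8 were counted here. An adjusted p under 0.1 (11), all 35 libraries (16) and DESeq2 (12) closed the gap, and the others (from 0) did not. For IL-17 alone, the paper counts 36 and 19 were counted here. An adjusted p under 0.1 (26), all 35 libraries (46) and DESeq2 (26) closed the gap, as did leaving out any of the IL-13 libraries (25 to 36, with 36 without replicate 1). The rest, from 4 with glmTreat, did not.

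For transcripts upregulated by IL-17 with LIGHT and by each cytokine alone, the paper counts 95 and 41 were counted here. No filter (64), only the groups compared (72) and the fit without IL-13 replicate 1 (73) closed the gap, and the others, from 5 with glmTreat, did not. For those of the combination and IL-17 but not LIGHT, the paper counts 43 and 23 were counted here. An adjusted p under 0.1 (29), all 35 libraries (46), only the groups compared (43) and the fit without IL-13 replicate 1 (45) closed the gap, and the others, from 4 with glmTreat, did not. After 72 h of IL-13, the paper counts 19 upregulated transcripts and 39 were counted here. All 35 libraries (21), DESeq2 (24) and DESeq2 with shrunken fold changes (15) closed the gap; the others gave 0 to 57. After 72 h of IL-17, the paper counts 2 and 25 were counted here. Shrunken fold changes (3) and glmTreat (2) closed the gap, and the others, up to 51 with an adjusted p under 0.1, did not.

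In Fig. 3B, read by eye, the fold change of *MAP3K9* with IL-13 and LIGHT is about 21, and 7.28 was found here (2.37 to 8.68 over the alternatives). *CCL2* is at about 15 there and 5.87 here (2.25 to 8.8), and *ACTC1* at about 6.1 there and 3.20 here (1.31 to 3.65). None of the alternatives closed these gaps. In Fig. 4B, read by eye, *CXCL6* with IL-17 and LIGHT is at about 57, and 94.0 was found here. The other prior count (81.8) and the fit without PBS replicate 1 (75.3) closed the gap, and the remaining alternatives, from 7.84 with shrunken fold changes, did not.

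The paper places *FGF1* among transcripts induced by IL-17 and not by LIGHT or IL-13, and IL-13 upregulated it here as well, by a log2 fold change of 0.59 (edgeR adjusted p = 0.049). It also names *FGF1* with the transcripts induced by IL-13 with LIGHT only, as it does *PECAM1* and *TAP2*, and *PECAM1* with those of IL-17 with LIGHT only. LIGHT alone upregulated *PECAM1* and *TAP2* here, by 1.58 (edgeR adjusted p = 0.0128) and 0.59 (edgeR adjusted p = 0.000686). It places *TSLP* with the transcripts that only LIGHT after IL-13 or IL-17 induced, and LIGHT in control cultures upregulated it by 0.60 (edgeR adjusted p = 8.56e-06). It lists *CXCL8* with transcripts that a single cytokine normally induces, and LIGHT in control cultures at 96 h gave a log2 fold change of -0.67 (edgeR adjusted p = 0.00222).

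Several transcripts that the paper calls induced did not pass the thresholds here. For IL-17 at 24 h these are *ACTG2* 0.60 (edgeR adjusted p = 0.131), *CXCL2* 1.39 (edgeR adjusted p = 0.0636), *TNFSF15* 1.10 (edgeR adjusted p = 0.12), *CDC6* 0.71 (edgeR adjusted p = 0.0814), *SULF1* 1.45 (edgeR adjusted p = 0.099) and *PDCD1LG2* 0.67 (edgeR adjusted p = 0.0971). They also include *CCNE2* 0.71 (edgeR adjusted p = 0.342), *CENPA* 0.79 (edgeR adjusted p = 0.349), *BUB1B* 0.53 (edgeR adjusted p = 0.207), *PRC1* 0.42 (edgeR adjusted p = 0.258) and *FAM83D* 0.57 (edgeR adjusted p = 0.219). All 35 libraries in a single fit put *ACTG2*, *CXCL2*, *TNFSF15*, *CDC6* and *PDCD1LG2* past them. DESeq2 did so for *ACTG2*, *TNFSF15*, *CDC6*, *SULF1* and *PDCD1LG2*, and no filter for *TNFSF15*, *CDC6*, *SULF1* and *PDCD1LG2*. Only the groups compared did so for *CDC6*, *SULF1*, *PDCD1LG2* and *CCNE2*, and no alternative for *CENPA*, *BUB1B*, *PRC1* and *FAM83D*. Without IL-13 replicate 1 in the fit, the other 7 passed with IL-17. *CCNE2* with IL-13 0.94 (edgeR adjusted p = 0.051) passed with DESeq2, median-of-ratios normalization, no filter, 10 counts in every library, the replicate block, all 35 libraries, and without IL-13 replicate 1. After IL-17 and LIGHT, *AURKA* 0.45 (edgeR adjusted p = 2.94e-06) and *CCNB2* 0.43 (edgeR adjusted p = 0.0139) passed under none.

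Others had too few counts to be tested here. Without the filter, *AC005050.1*, *AC024933.1*, *CCL7*, *DPY19L2P1* and *MMP13* passed for IL-13 with LIGHT, *AL355607.2*, *CCL20* and *CSF2* for IL-17A with LIGHT, *COL6A6* for LIGHT after IL-13 and *IL18* for LIGHT after IL-17A. With all 35 libraries in a single fit, *AL355607.2*, *CSF2* and *EGF* passed for IL-17A with LIGHT. *SUSD4* and *MIR3142HG* passed under no alternative.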

Other observations

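The tests of residual IL-13 and IL-17A activity were chosen only after the result was seen.

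The number of synergistic transcripts depends on what is taken as no synergy. Where single-cytokine changes add, simulations gave medians of 3 for IL-13 with LIGHT, 4 for IL-17A with LIGHT, and 1 for LIGHT after either cytokine, all under the 42, 24, 97 and 138 counted. Where single-cytokine folds multiply, they gave 46.5, 42.5, 5 and 6. The 42 of IL-13 with LIGHT lie within the 40 to 56 of those simulations. Transcripts exceeding the sum there may therefore come from folds that multiply. For IL-17A with LIGHT fewer were counted than multiplied folds give (36 to 48), and at 96 h more (3 to 11 and 1 to 9). An atypically weak response of the PBS then LIGHT group could also raise the counts at 96 h. The simulated folds are the fitted ones, which carry noise of their own, so that the simulations hold more noise than the data. With only the 12 libraries of a combination in the fit, the synergistic transcripts numbered 40 for IL-13 with LIGHT, 87 for LIGHT after IL-13 and 129 after IL-17A, and a random assignment of these libraries gave as many in 1, 2 and 2 of 100 assignments. The transcripts upregulated by the combination only numbered 657, 929 and 1059 in these fits, and as many were found in 1, 1 and 2 of 100, the real assignment included. Other assignments mix treated and control libraries. They therefore do not show what cytokines that act without synergy would give. IL-17A with LIGHT, with 2 IL-17A libraries, was not reassigned.

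Splits of the 6 libraries in each comparison of 3 against 3, with only these libraries in the fit, gave as many changed transcripts in 1 of the 10 splits, the real one. For the cell cycle list, 1 of the 10 splits gave a median as far from 0 in each comparison but IL-17A at 72 h, where 4 of the 10 did. The largest median of another split there was 0.13, against 0.094 for the real one. For the correlation of the LIGHT effects at 24 h and 96 h, 1 of 100 combinations of splits, the real one, gave a value as large (0.431, against at most 0.313).

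Targets of the cytokines were still higher in the cultures given PBS after 72 h of the cytokine. Of the 316 transcripts that IL-13 upregulated at 24 h and that were tested at 96 h, 262 were higher with IL-13 than with PBS, and of 68 for IL-17A, 49 were. As sets they had limma fry p-values of 7.37e-06 for IL-13 and 5.11e-05 for IL-17A. Residual IL-13 activity and residual IL-17A activity are thus candidate explanations, as are cytokine still present in the cultures and a lasting change of the cells, which were not tested apart from them.

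Replicate 1 of IL-13 at 24 h stood apart from replicates 2 and 3. It had 658 genes more than 2-fold higher and 230 lower. Library depth does not account for it, with a chi-square per degree of freedom of 26.1 against replicate 2 after thinning, where the largest of the other pairs was 7.77. GC content and gene length explained 1.84% of the variance of the difference. A weaker IL-13 response stays open: the difference had a correlation of -0.247 with the effect of IL-13 in the presence of LIGHT, and a weaker response would give a negative value. The effects of the other treatments against PBS gave negative values too (-0.199 to -0.306), so this is not specific to IL-13. Immediate early genes also stay open, with a median log2 difference of -0.108 over 11 genes that went both ways, from -1.13 to 3.58 (*FOS*). Replicate 1 had 8.89 CPM of *ADAM8* and 1.50 of *IL13RA2*. PBS libraries had at most 3.81 and 0.465, and IL-17A libraries at most 4.3 and 0.381. For *IL32* it had 0.797 CPM, where every 24-h library with LIGHT had at least 14.5. These values argue against a library of another 24-h treatment under this label. A partly mixed sample cannot be told apart from a culture that differed, since the correlation of largest size with the effect of another treatment was -0.306. The counts give no genotype, and the cause was not found.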
